# IFN-β Acts on Monocytes to Ameliorate CNS Autoimmunity by Inhibiting Proinflammatory Cross-Talk Between Monocytes and Th Cells

**DOI:** 10.3389/fimmu.2021.679498

**Published:** 2021-06-04

**Authors:** Javad Rasouli, Giacomo Casella, Larissa L. W. Ishikawa, Rodolfo Thome, Alexandra Boehm, Adam Ertel, Carolina R. Melo-Silva, Elisabeth R. Mari, Patrizia Porazzi, Weifeng Zhang, Dan Xiao, Luis J. Sigal, Paolo Fortina, Guang-Xian Zhang, Abdolmohamad Rostami, Bogoljub Ciric

**Keywords:** multiple sclerosis, EAE, GM-CSF, IFN-β, Th cells, monocytes

## Abstract

IFN-β has been the treatment for multiple sclerosis (MS) for almost three decades, but understanding the mechanisms underlying its beneficial effects remains incomplete. We have shown that MS patients have increased numbers of GM-CSF^+^ Th cells in circulation, and that IFN-β therapy reduces their numbers. GM-CSF expression by myelin-specific Th cells is essential for the development of experimental autoimmune encephalomyelitis (EAE), an animal model of MS. These findings suggested that IFN-β therapy may function *via* suppression of GM-CSF production by Th cells. In the current study, we elucidated a feedback loop between monocytes and Th cells that amplifies autoimmune neuroinflammation, and found that IFN-β therapy ameliorates central nervous system (CNS) autoimmunity by inhibiting this proinflammatory loop. IFN-β suppressed GM-CSF production in Th cells indirectly by acting on monocytes, and IFN-β signaling in monocytes was required for EAE suppression. IFN-β increased IL-10 expression by monocytes, and IL-10 was required for the suppressive effects of IFN-β. IFN-β treatment suppressed IL-1β expression by monocytes in the CNS of mice with EAE. GM-CSF from Th cells induced IL-1β production by monocytes, and, in a positive feedback loop, IL-1β augmented GM-CSF production by Th cells. In addition to GM-CSF, TNF and FASL expression by Th cells was also necessary for IL-1β production by monocyte. IFN-β inhibited GM-CSF, TNF, and FASL expression by Th cells to suppress IL-1β secretion by monocytes. Overall, our study describes a positive feedback loop involving several Th cell- and monocyte-derived molecules, and IFN-β actions on monocytes disrupting this proinflammatory loop.

## Introduction

Multiple sclerosis (MS) is an immune-mediated demyelinating disease characterized by the accumulation of immune cells in the central nervous system (CNS) (1). While the etiology of MS remains elusive, our view on the pathophysiology of MS has largely evolved through analogy with experimental autoimmune encephalomyelitis (EAE), an animal model of MS. It is widely accepted that in MS and EAE, myelin-specific helper T (Th) cells primed in the peripheral lymphoid organs enter the CNS and initiate inflammation through interaction with antigen-presenting cells (APCs). APCs present myelin antigens (Ags) and reactivate CNS-infiltrated myelin-specific Th cells (2–5). Reactivated Th cells start producing pro-inflammatory mediators, such as granulocyte macrophage-colony stimulating factor (GM-CSF), which license the inflammatory phenotype of monocytes. Monocytes aggravate the CNS inflammation by producing pro-inflammatory cytokines, chemokines, reactive oxygen species, and reactive nitrogen species that lead to myelin damage and neuronal loss (6, 7).

IFN-β signals through type-I IFN receptor (IFNAR1) and activates the JAK/STAT pathway that mediates intracellular effects of IFN-β (8). Mice lacking IFNAR1 develop more severe EAE compared to wild-type (WT) controls (9), and treatment with recombinant IFN-β (rIFN-β) ameliorates EAE (10). In 1993, injectable rIFN-β became the first FDA-approved disease-modifying therapy for MS (11, 12). Despite extensive study, the mechanisms whereby rIFN-β ameliorates MS remain incompletely understood; however, it is known that rIFN-β downregulates expression of HLA Class II, thereby inhibiting Th cell activation (13), and that it reduces expression of pro-inflammatory cytokines and molecules that facilitate extravasation of immune cells, such as matrix metalloproteases and very late antigen-4 (VLA-4) (14). Interestingly, it has been shown that rIFN-β ameliorates EAE driven by Th1 cells, but, in contrast, it exacerbates disease induced by Th17 cells (15). The therapeutic effect in Th1-induced EAE correlated with increased IL-10 production, whereas in Th17-induced disease, IL-10 production was unaltered by rIFN-β treatment, suggesting that an increase in IL-10 production is required for EAE suppression by rIFN-β (10).

GM-CSF is a pro-inflammatory cytokine essential to the development and progression of EAE (6, 16–18). It is thought that GM-CSF plays a similarly important role in MS, and positive outcomes of a clinical trial that targeted GM-CSF in MS support this view (19). Receptor for GM-CSF is expressed by both myeloid cells and tissue resident cells, but not by lymphoid cells, such as T cells (20–25). Although different subsets of myeloid cells express the receptor, only expression by monocytes is necessary for EAE to develop (6). Th cells are the relevant source of GM-CSF in EAE, and their encephalitogenicity depends on the capacity to produce GM-CSF (26–28). Recent studies have shown increased frequencies of GM-CSF^+^ Th cells in the periphery and cerebrospinal fluid (CSF) of MS patients compared to healthy individuals, and treatments with some immunomodulatory therapies, such as rIFN-β, normalize their numbers (29–32). Overall, GM-CSF has been identified as a key mediator of autoimmune neuroinflammation and approaches that target its production or bioactivity are considered a viable strategy for therapy of MS.

Given the crucial role of T cell-produced GM-CSF in EAE, and observations that rIFN-β therapy reduces its production, we elucidated the mechanisms underlying this effect. rIFN-β treatment suppressed GM-CSF expression and EAE development by acting on monocytes, which adopted anti-inflammatory phenotype. rIFN-β induced IL-10 and TGF-β expression in monocytes, and these cytokines were required for suppression of GM-CSF production by Th cells. rIFN-β also suppressed IL-1β expression by monocytes by reducing GM-CSF, TNF, and FASL expression by Th cells. Our study reveals that rIFN-β action on monocytes disrupts a positive feedback loop between monocytes and Th cells that otherwise amplifies production of proinflammatory mediators GM-CSF and IL-1β.

## Materials and Methods

### Mice and EAE Induction

C57BL/6, CD45.1, *Ifnar1*^-/-^, *Stat2*^-/-^, *Il10*^-/-^, *Il10rb*^-/-^, *Il1r1*^-/-^, *Caspase-1*^-/-^, *Ccr2*^-/-^, *Csf2*^-/-^, *Il27ra*^-/-^, GFP^+^, and *Rag1*^-/-^ mice were purchased from Jackson Laboratory (Bar Harbor, ME, USA). *Stat1*^-/-^ mice were purchased from Taconic Farms (Hudson, NY, USA). To generate *LysM-Cre^+^Ifnar1*^fl/fl^ mice, *LysM-Cre* mice were crossed with *Ifnar1*^fl/fl^ mice and used for EAE experiments. Mice were kept in specific pathogen–free conditions in 12/12 h of light/dark cycles with food and water *ad libitum*. All experimental breeding and procedures were performed with the approval of the Institutional Animal Care and Use Committee of Thomas Jefferson University.

Mice were immunized for EAE induction by subcutaneous injection of 200 µg MOG_35-55_ (Genscript, CA, USA) emulsified in CFA. Mice received 200 ng of pertussis toxin (Sigma-Aldrich, MO, USA) on days 0 and 2 p.i. and were scored and weighed daily. Mice were scored according to the following scale: 0, no sign of clinical disease; 1, paresis of the tail; 2, paresis of one hind limb; 3, paresis of both hind limbs; 4, paresis of the abdomen; 5, moribund/death.

### Cell Culture

Naïve (CD62L^+^CD44^-^CD25^-^CD4^+^) or effector/memory (CD62L^-^CD44^hi^CD25^-^CD4^+^) T cells were FACS sorted and cultured at a ratio of 1:4 with T cell-depleted splenocytes, CD11b^+^, CD11c^+^, or CD19^+^ cells at a density of 1x10^6^ cell/ml. Cells were activated with anti-CD3/28 (1 µg/ml; BioXCell) in the presence or absence of rIFN-β (1000 IU/ml; R&D Systems). Cells were also treated with IL-1β (20 ng/ml; PeproTech), GM-CSF (20 ng/ml; R&D Systems), TNF (20 ng/ml; R&D Systems), anti-IL-1R1 (10 µg/ml; BioXCell), anti-TNF (10 µg/ml; BioXCell), anti-GM-CSF (10 µg/ml; Biolegend), anti-FASL (10 µg/ml; BioXCell) antibodies, to study their effect on cytokine expression by T cells or APCs.

Splenocytes from PBS- or IFN-β-treated mice with EAE at day 8 p.i. were cultured with MOG_35-55_ (25 µg/ml), at a density of 2 x 10^6^ cells/ml. Cell culture supernatants were collected for cytokine quantification by ELISA.

To study the effect of caspase-8 activation in IL-1β production by myeloid cells, WT naive CD4^+^ T cells were cultured with CD11b^+^ cells at a density of 1 x 10^6^ cells/ml. Cells were activated with anti-CD3/28 (1 µg/ml) with DMSO or caspase-8 inhibitor (20 µM; R&D Systems).

Bone marrow (BM) cells from WT and *Il27ra*^-/-^ mice were differentiated into macrophages for 6 days with M-CSF (100 ng/ml, R&D Systems) as described previously (33). Cells were plated at 5 x 10^5^ in MW6 petri dishes (Becton Dickinson, San Diego, CA, USA) and were treated with PBS, or rIFN-β (1000 IU/ml) for 24 h. Cell culture supernatants were harvested for cytokine quantification by ELISA and cells were processed for RNA extraction.

### Isolation of CNS Mononuclear Cells

CNS mononuclear cells were isolated as previously described (34). In brief, mice with EAE were perfused with ice-cold PBS, brains and spinal cords were collected, minced, and digested in Liberase (Sigma-Aldrich) for 30 min at 37°C. Digested CNS tissues were further mechanically dissociated, and mononuclear cells were isolated using Percoll gradient (GE Healthcare).

### Flow Cytometry and Intracellular Staining

Cells either from mice with EAE or *in vitro* culture were activated with 50 ng/ml Phorbol 12-myristate 13-acetate (PMA) (Sigma-Aldrich), 500 ng/ml ionomycin (Sigma-Aldrich), and 1µg/ml of GolgiPlug (BD Biosciences) for four hours. Cells were washed and stained with surface antibodies (**Supplementary Table 1**) for 20 min at 4°C. Cells were washed, fixed and permeabilized with Caltag Fix/Perm reagents (Invitrogen) following the manufacturer’s instructions and stained with intracellular antibodies as listed in **Supplementary Table 1**. For IL-1β (pro-IL-1β) staining, CNS mononuclear cells were activated with PMA/Ionomycin/GolgiPlug for 6 h and stained with surface and intracellular antibodies. Data were acquired on a FACSAria Fusion (BD Biosciences) and analyzed using FlowJo software (TreeStar).

### Cytokine Quantification

Cell culture supernatants were collected, and GM‐CSF, IFN-γ, IL-17A, IL-10, IL-1β, IL-1α, and TNF concentrations were measured by ELISA (R&D Systems) according to the manufacturer’s instructions.

### RT-PCR

RNA was extracted from cells of mice with EAE or *in vitro* cell culture using RNeasy Plus Mini Kit (Qiagen). cDNA was then converted and PCR was performed using the following FAM conjugated primer‐probe mixtures (Applied Biosystems): *Csf2* (Mm01290062_m1), *Ifng*, (Mm01168134_m1), *Il6* (Mm00446190_m1), *Il1a* (Mm00439620_m1), *Il1b* (Mm0001336189_m1), *Il12a* (Mm00434169_m1), *Il23a* (Mm00518984_m1), *Il27* (Mm00461162_m1), *Tgfb1* (Mm011178820_m1), *Il10* (Mm00439614_m1), *Ifnb1* (Mm00439552_m1), *Irf7* (Mm00516788_m1), *Tlr9* (Mm00446193_m1), and *Siglec1* (Mm00488332_m1). Values were normalized to VIC conjugated *Gapdh* (Mm99999915_g1) and compared to control samples.

### EAE in *Rag1^-/-^* Mice

In order to study the role of IL-1R1 in GM-CSF expression by CD4^+^ T cells, total CD4^+^ T cells from WT (CD45.1) and *Il1r1^-/-^* (CD45.2) mice were purified using a CD4 isolation kit (Miltenyi Biotec). CD4^+^ T cells from WT and *Il1r1^-/-^* mice were mixed at a 1:1 ratio and 1 x 10^7^ cells were transferred to *Rag1*^-/-^ recipient mice. Three days past transfer, *Rag1*^-/-^ mice were immunized for EAE induction.

### Bone Marrow Chimerism

WT recipient mice were lethally irradiated with 2 x 550 Rad with a 12 h interval between irradiations. Mice received 5 x 10^6^ BM cells from WT (CD45.1) and *Ccr2*^-/-^ (CD45.2) mice in a 1:1 ratio (total 1 x 10^7^ cells), or from *Ifnar1*^-/-^ and *Ccr2*^-/-^ mice. For RNA-seq analysis experiment, irradiated GFP^+^ mice received a 1:1 mixture of BM cells from WT (CD45.1) and *Ifnar1*^-/-^ (CD45.2) mice. Chimera mice were used for EAE induction 6-7 weeks after BM cell transfer.

### RNA-seq Analysis

WT/*Ifnar1*^-/-^ chimeric mice were immunized for EAE induction and treated with rIFN-β daily. At disease peak, WT (CD45.1) and *Ifnar1*^-/-^ (CD45.2) monocytes (GFP^-^CD45^+^CD11b^+^Ly6C^hi^Ly6G^-^) were FACS sorted from the CNS of mice, and RNA was extracted using RNeasy Plus Mini kit (Qiagen), according to the manufacturer’s instructions.

100 ng of total RNA was used to prepare libraries using TruSeq Stranded Total RNA kit (Illumina) following the manufacturer’s protocol. The final libraries at a concentration of 4 nM were sequenced on NextSeq 500 using 75bp paired-end chemistry. Raw FASTQ sequencing reads were mapped against the reference genome of Mus musculus Ensembl version GRCm38 utilizing further information from the gene transfer format (.gtf) annotation from GENCODE version GRCh38.p12 (for mouse) using RSEM. Total read counts, and normalized Transcripts Per Million (TPM) were obtained using RSEM’s calculate-expression function. Beforehand, differential expression, batch effects or sample heterogeneity were tested using iSeqQC (https://github.com/gkumar09/iSeqQC). Differential gene expression was tested using the DESeq2 package in R/Bioconductor. Genes were considered differentially expressed (DE) if they had adjusted p ≤ 0.05 and absolute fold change ≥ 1.5. All the plots were constructed using R/Bioconductor.

Gene Set Enrichment Analysis (GSEA) was performed on DESeq2 normalized count data using the default signal-to-noise metric (35). The MSigDB mouse ENSEMBL to human ortholog CHIP file (Mouse_ENSEMBL_Gene_ID_Human_ Orthologs_MSigDB.v7.2) was used for mouse to human gene ID conversion (36). The gene sets analyzed include the MSigDB C7: immunologic signature gene sets, as well as custom monocyte and plasmacytoid dendritic cell gene sets derived from Villani 2017 and Rodrigues 2018 (37, 38). Plots were generated using GSEA normalized enrichment score (NES), and false discovery rate (FDR) q-value.

### Statistical Analysis

Statistical analysis was performed by GraphPad Prism 8 software. EAE clinical scores were analyzed using Two-way ANOVA, and Bonferroni correction test was used to adjust *p* values for multiple comparisons. The paired, two-tailed Student *t*-test was used to analyze transferred WT and *Il1r1*^-/-^ CD4^+^ T cells within the same recipient mouse. Parametric data were analyzed using an unpaired, two-tailed Student t-test. In some experiments, one-way ANOVA with Bonferroni correction was applied for adjustment of the significance values for multiple comparisons; adjusted p ≤ 0.05 was considered significant. Data shown are mean ± SEM.

## Results

### rIFN-β Treatment Decreases the Numbers of GM-CSF-Producing Th Cells in the Periphery and CNS of Mice with EAE

We and others have shown that MS patients have greater numbers of GM-CSF^+^ Th cells in peripheral blood than healthy subjects, and that rIFN-β therapy reduces their numbers (29–31). We therefore hypothesized that the beneficial effects of rIFN-β in EAE and MS are mediated by inhibition of GM-CSF production by Th cells. To test this hypothesis, we immunized mice for EAE induction and treated them daily with rIFN-β. Consistent with previous reports (10), the treatment reduced severity of clinical disease without substantially delaying its onset (**Figure 1A**). Mice were sacrificed at days 8 and 15 post immunization (p.i.), and their immune cells from the spleen and CNS were profiled by flow cytometry. Analysis of splenocytes on day 8 p.i. showed that rIFN-β treatment reduced both frequencies of GM-CSF^+^ cells among CD4^+^ T cells and their total numbers in splenocytes, with the reduction in their total numbers occurring across multiple subsets of Th cells (**Supplementary Figure 1A**). We next evaluated ex vivo the effect of rIFN-β treatment on cytokine production by splenocytes of rIFN-β-treated mice in comparison to control mice (from day 8 p.i.). Splenocytes from rIFN-β-treated mice activated with myelin Ag secreted less GM-CSF and IL-17A in culture supernatants, whereas reduction in IFN-γ secretion did not reach statistical significance (**Supplementary Figure 1B**). We also determined the effect of rIFN-β treatment on the CNS-infiltrated T cells at disease peak (day 15 p.i.). rIFN-β treatment reduced total numbers of mononuclear cells, including CD4^+^ T cells (**Figure 1B**). rIFN-β-treated mice had reduced numbers of total GM-CSF^+^CD4^+^ T cells and reduced frequencies of GM-CSF^+^ cells in CD4^+^ T cells, including in: Th1 (IFN-γ^+^IL-17A^-^), Th17 (IFN-γ^-^IL-17A^+^), Th1/17 (IFN-γ^+^IL-17A^+^), and ThGM (IFN-γ^-^IL-17A^-^) (28) cells (**Figures 1C–E**). These results show that rIFN-β treatment reduces both frequencies and numbers of GM-CSF^+^CD4^+^ T cells in the periphery and CNS of mice with EAE.

**Figure 1:**
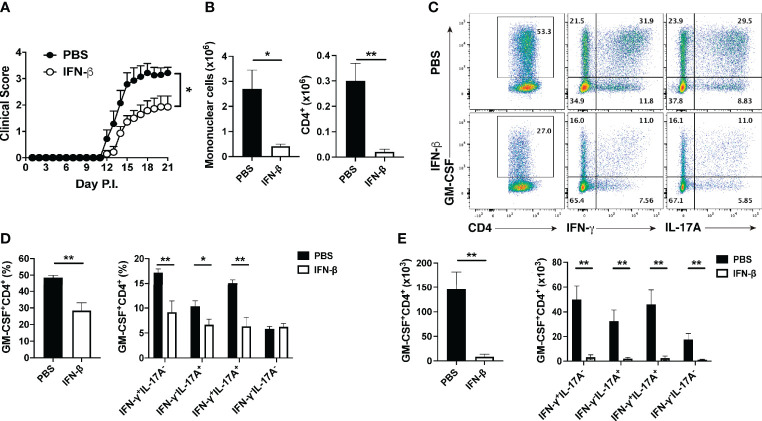
rIFN-β decreases the numbers of GM-CSF-producing Th cells in the CNS of mice with EAE. Female C57BL/6 mice (n=7 per group) were immunized for EAE induction with MOG_35-55_ and received daily intraperitoneal (i.p.) injections of PBS or rIFN-β (30000 IU). Mice were scored daily for clinical signs and sacrificed at disease peak (day 15 p.i.), and CNS mononuclear cells were analyzed by flow cytometry. **(A)** Clinical severity score. **(B)** Total numbers of CNS mononuclear cells and CD4^+^ T cells in the CNS at day 15 p.i. **(C)** Representative flow cytometry dot plots showing GM-CSF, IFN-γ, and IL-17A expression by CD4^+^ T cells in the CNS at day 15 p.i. **(D)** Proportions and **(E)** total numbers of GM-CSF^+^CD4^+^, and different subsets of GM-CSF^+^ CD4^+^ T cells in the CNS. These experiments were conducted twice with similar outcomes. Data shown are mean ± SEM. For EAE, p-values were calculated using two-way ANOVA with Bonferroni’s multiple comparison correction. Parametric datasets were analyzed using unpaired Student’s *t*-test; *p < 0.05, **p < 0.01.

### rIFN-β Suppresses GM-CSF Production by Th Cells *In Vitro* by Acting on APCs

To begin studying the mechanisms whereby rIFN-β suppresses GM-CSF expression by Th cells, we first tested its effect in co-cultures of naïve CD4^+^ T cells and APCs. rIFN-β suppressed GM-CSF production in a dose-dependent manner (**Supplementary Figure 2A**). GM-CSF production by naïve CD4^+^ T cells was upregulated 48 h after activation (**Supplementary Figure 2B**), and was strongly suppressed by rIFN-β, without an effect on IFN-γ production (**Figure 2A**). rIFN-β significantly decreased the proportions of GM-CSF^+^ Th cells, while the frequencies of IFN-γ^+^ Th cells remained unchanged (**Figure 2B**). Given that rIFN-β suppressed GM-CSF production by recently activated naive CD4^+^ T cells, we next tested whether it has a similar effect on Ag-experienced effector/memory CD4^+^ T (T_EM_) cells. Indeed, rIFN-β suppressed GM-CSF production by T_EM_ cells similar to naïve CD4^+^ T cells (**Supplementary Figure 2C**). These results show that rIFN-β strongly suppresses GM-CSF expression by all CD4^+^ T cells *in vitro*, suggesting that rIFN-β affects Th cell functions in both priming and effector phases of an immune response.

**Figure 2:**
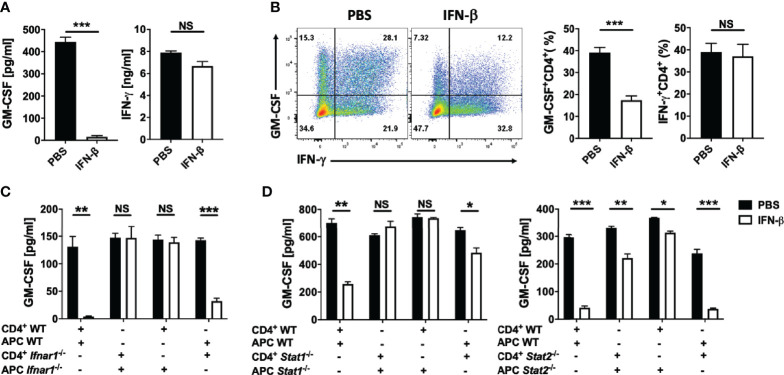
rIFN-β acts on antigen presenting cells to suppress GM-CSF production by Th cells. Splenic naïve (CD62^+^CD44^-^CD25^-^) CD4^+^ T cells were co-cultured with T cell-depleted splenocytes (APCs) and activated for 72 h with anti-CD3/28 Abs, with or without addition of rIFN-β (1000 IU/ml) into culturing media. **(A)** GM-CSF and IFN-γ concentrations in cell culture supernatants measured by ELISA after three days of culturing. **(B)** Representative flow cytometry dot plots showing GM-CSF and IFN-γ expression by CD4^+^ T cells, and proportions (%) of GM-CSF^+^ and IFN-γ^+^ CD4^+^ T cells. **(C)** WT or *Ifnar1*^-/-^ splenic naïve CD4^+^ T cells were co-cultured with WT or *Ifnar1*^-/-^ APCs and activated for 72 h with anti-CD3/28 Abs, with or without addition of rIFN-β into culturing media. GM-CSF concentrations in cell culture supernatants were measured by ELISA after three days of culturing. **(D)** WT, *Stat1*^-/-^ or *Stat2*^-/-^ splenic naïve CD4^+^ T cells and APCs were co-cultured, activated with anti-CD3/28 Abs, with or without addition of rIFN-β into culturing media. GM-CSF concentrations in cell culture supernatants were measured by ELISA after 72 h of culturing. These experiments were conducted three times with similar outcomes. Data shown are mean ± SEM. P-values were calculated using unpaired Student’s *t*-test; *p < 0.05, **p < 0.01, ***p < 0.001, NS, not significant.

To determine whether rIFN-β suppresses GM-CSF production by Th cells by directly acting on them, we co-cultured WT or *Ifnar1*^-/-^ naïve CD4^+^ T cells and APCs. rIFN-β suppressed GM-CSF expression only in samples with WT APCs, whereas *Ifnar1* expression by CD4^+^ T cells was inconsequential (**Supplementary Figure 2D** and **Figure 2C**). IFN-β signaling through IFNAR1 leads to phosphorylation of STAT1 and STAT2, which then mediate intracellular effects of IFN-β (8). We confirmed that the effect of rIFN-β on GM-CSF production by Th cells is indirect by co-culturing WT, *Stat1*^-/-^ or *Stat2*^-/-^ naïve CD4^+^ T cells and APCs. Similar to the result from *Ifnar1*^-/-^/WT cell co-cultures, rIFN-β suppressed GM-CSF production only in samples with WT APCs, whereas the lack of STAT1 or STAT2 (**Figure 2D**) in Th cells was inconsequential. We confirmed that the effect of rIFN-β on GM-CSF-producing Th cells is indirect by treating isolated total CD4^+^ T cells with rIFN-β. rIFN-β failed to suppress GM-CSF production by Th cells in the absence of APCs (**Supplementary Figure 2E**), demonstrating that rIFN-β suppresses GM-CSF production by Th cells indirectly, by acting on APCs.

### rIFN-β Acts on Myeloid Cells to Suppress EAE

rIFN-β suppressed GM-CSF production by Th cells *in vitro via* its action on APCs. To determine whether rIFN-β suppresses EAE by acting on APCs, we generated mice (*LysM-Cre^+^Ifnar1*^fl/fl^) in which most myeloid cells lack IFNAR1. Cre expression driven by M lysosome (LysM) results in loss of IFNAR1 expression by monocytes, macrophages, and granulocytes, but does not affect its expression by pDCs and conventional DCs (9). We immunized *LysM-Cre^+^Ifnar1*^fl/fl^ mice for EAE induction and treated them with rIFN-β daily. The treatment suppressed EAE in control mice (*Ifnar1*^fl/fl^), whereas it had no effect in *LysM-Cre^+^Ifnar1*^fl/fl^ mice (**Figure 3A**). Consistent with this, rIFN-β decreased the frequencies of GM-CSF^+^ Th cells in the CNS of control mice, but it failed to do so in *LysM-Cre^+^Ifnar1*^fl/fl^ mice (**Figure 3B**). In addition, rIFN-β increased the frequencies of IL-10^+^ Th cells in the CNS of control mice, but not in *LysM-Cre^+^Ifnar1*^fl/fl^ mice (**Figures 3B, C**). We also analyzed IL-10 expression by different subsets of APCs in the CNS. rIFN-β treatment in control mice increased the frequencies of IL-10^+^ monocytes, DCs, and macrophages, but not of IL-10^+^ neutrophils and microglia. In contrast, rIFN-β did not alter the frequencies of IL-10^+^ APCs in *LysM-Cre^+^Ifnar1*^fl/fl^ mice (**Figure 3C**). Treatment of BM-derived macrophages (BMDMs) confirmed that rIFN-β can directly induce IL-10 expression by myeloid cells (**Supplementary Figure 2F**). These results show that rIFN-β suppresses EAE by acting on myeloid cells.

**Figure 3:**
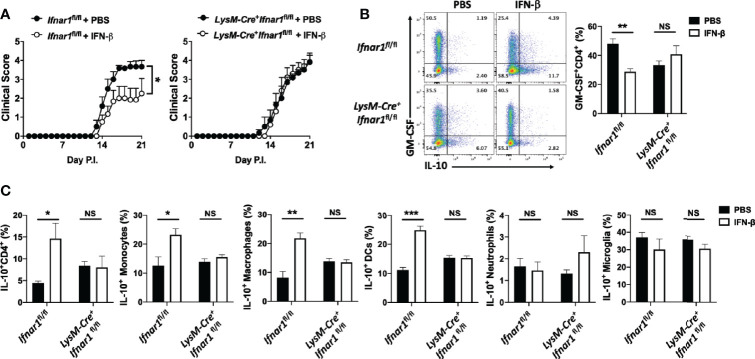
rIFN-β acts on myeloid cells to suppress the development of EAE. *Ifnar1*^fl/fl^ and *LysM-Cre^+^Ifnar1*^fl/fl^ mice (n=6 per group) were immunized for EAE induction with MOG_35-55_ and received daily i.p. injections of PBS or rIFN-β, sacrificed at day 21 p.i., and CNS cells were analyzed by flow cytometry. **(A)** Clinical severity score. **(B)** Representative flow cytometry dot plots showing GM-CSF and IL-10 expression by CD4^+^ T cells, and proportions (%) of GM-CSF^+^CD4^+^ T cells from the CNS. **(C)** Proportions (%) of IL-10^+^ CD4^+^ T cells, monocytes (CD45^hi^CD11b^+^Ly6C^hi^Ly6G^-^), DCs (CD45^hi^CD11b^-^CD11c^+^MHCII^+^), macrophages (CD45^hi^CD11b^+^F4/80^+^Ly6C^-^Ly6G^-^), neutrophils (CD45^hi^CD11b^+^Ly6C^low^Ly6G^+^), and microglia (CD45^int^CD11b^+^) in the CNS. EAE experiments were conducted at least two times with similar outcomes. Data shown are mean ± SEM. For EAE, p-values were calculated using two-way ANOVA with Bonferroni’s multiple comparison correction. Parametric datasets were analyzed using unpaired Student’s *t*-test; *p < 0.05, **p < 0.01, ***p < 0.001, NS, not significant.

### rIFN-β Suppresses EAE Development by Acting on Monocytes

Given the prominent role of monocytes in the pathophysiology of EAE (39), we hypothesized that among myeloid cells, rIFN-β action on monocytes leads to EAE suppression. To test this possibility, we generated mixed BM chimeras in which recipient mice received half BM cells from *Ifnar1*^-/-^ mice and half from *Ccr2*^-/-^ mice. *Ccr2*^-/-^ monocytes fail to leave BM (40); therefore, virtually all monocytes in the circulation of mixed BM chimera mice were of *Ccr2^+/+^* (*Ifnar1*^-/-^) origin. Control mixed BM chimera mice were generated with BM from WT mice (CD45.1) and *Ccr2*^-/-^ mice (CD45.2). After 7 weeks of reconstitution, we confirmed that almost all monocytes in the periphery of chimera mice were of WT origin (**Supplementary Figures 3A, B**). Chimera mice were then immunized for EAE induction and received a daily dosage of rIFN-β for three weeks (**Supplementary Figure 3A**). rIFN-β treatment suppressed disease development in mice with WT BM, whereas it failed to suppress disease in mice with *Ifnar1*^-/-^ BM (**Figure 4A**). These results demonstrate that IFNAR1 signaling in monocytes leads to disease suppression by rIFN-β.

**Figure 4:**
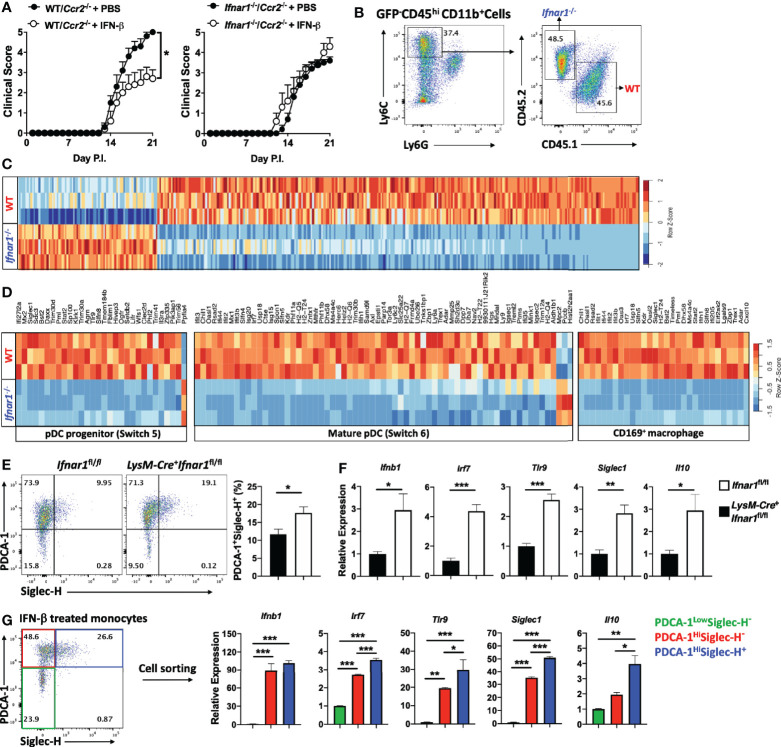
rIFN-β suppresses EAE development by acting on monocytes. **(A)** To generate mixed BM chimera mice (n=5 per group), BM from WT (CD45.1) or *Ifnar1*^-/-^ mice were mixed with BM from *Ccr2*^-/-^ mice in a 1:1 ratio (total 1 x 10^7^ cells) and injected into lethally irradiated WT (CD45.2) recipient mice. After seven weeks, mice were immunized for EAE induction and treated daily with i.p. injections of PBS or rIFN-β. Clinical severity scores of WT/*Ccr2*^-/-^ and *Ifnar1*^-/-^/*Ccr2*^-/-^ chimera mice are shown. **(B)** Mixed BM chimera mice were generated by transferring BM from WT (CD45.1) and *Ifnar1*^-/-^ (CD45.2) mice in a 1:1 ratio (total 1 x 10^7^ cells) into lethally irradiated GFP^+^ recipient mice (n=3). Seven weeks later, mice were immunized for EAE induction and treated with rIFN-β daily. Mice were sacrificed at day 15 p.i. and monocytes (CD45^hi^CD11b^+^Ly6C^hi^Ly6G^-^) were FACS sorted from CNS mononuclear cells. Representative flow cytometry dot plots showing FACS sorting strategies. **(C)** RNA from WT and *Ifnar1*^-/-^ monocytes (n=3 per group) was extracted and analyzed by RNA-seq. Hierarchical clustering for WT and *Ifnar1*^-/-^ monocyte-specific genes. **(D)** GSEA enrichment analysis of WT and *Ifnar1*^-/-^ monocyte-specific genes in comparison with GSE114315 and SRA#SUB2908162. Heatmap showing pDC progenitor-, mature pDC- and CD169^+^ macrophage-specific genes in rIFN-β-treated WT and *Ifnar1*^-/-^ monocytes. **(E)** *Ifnar1*^fl/fl^ and LysM-Cre^+^*Ifnar1*^fl/fl^ mice (n=5 per group) were immunized for EAE induction and treated with rIFN-β daily. Mice were sacrificed at day 21 p.i. and CNS-infiltrated monocytes were FACS sorted for flow cytometry and gene expression analysis. Representative flow cytometry dot plots showing PDCA-1 and Siglec-H expression by monocytes. Proportions (%) of PDCA-1^+^ Siglec-H^+^ monocytes. **(F)** RNA from *Ifnar1*^fl/fl^ and LysM-Cre^+^*Ifnar1*^fl/fl^ monocytes was extracted and gene expression determined using RT-PCR. **(G)** Mice (n=3) were immunized for EAE induction and sacrificed at day 21 p.i. CNS mononuclear cells were isolated and cultured with MOG_35-55_ and rIFN-β (1000 IU/ml) for 24 h. Monocytes were FACS sorted based on PDCA-1 and Siglec-H expression and RNA was extracted for gene expression analysis by RT-PCR. Data shown are mean ± SEM. For EAE mice, p-values were calculated using two-way ANOVA with Bonferroni’s multiple comparison correction. P-values were calculated using unpaired Student’s *t*-test in **(E, F)**, and one-way ANOVA with Bonferroni’s multiple comparisons test in **(G)**; ***p < 0.05, **p < 0.01, ***p < 0.001.

### rIFN-β Treatment Induces IFN-β Expression in CNS-Infiltrated Monocytes

To study the direct effect of rIFN-β on monocytes during EAE, we used a mixed BM chimera model in which irradiated recipient mice (GFP mice) received half BM cells from WT (CD45.1) and half from *Ifnar1*^-/-^ (CD45.2) mice. Chimera mice were 7 weeks later immunized for EAE induction and treated with rIFN-β (**Supplementary Figure 4A**). Mice were sacrificed at disease peak, GFP^-^ WT and *Ifnar1*^-/-^ inflammatory monocytes (CD45^hi^CD11b^+^Ly6C^hi^Ly6G^-^) from the CNS were FACS sorted (**Supplementary Figure 4B**), and their transcriptomes characterized by RNA-seq (**Figure 4B**). 

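The RNA-seq experiment comprised 6 libraries, 3 of WT and 3 of *Ifnar1*-/- monocytes, and every library came from chimera mice that had received 30000 IU of rIFN-β per day until day 15 post-immunization. EAE is a mouse model of multiple sclerosis that is induced by immunization with a myelin antigen, and IFNAR1 is a chain of the receptor through which all type I IFNs signal. The comparison was therefore between monocytes with and without this receptor in rIFN-β-treated mice, and no library came from PBS-treated mice. WT monocytes came from CD45.1 donors and *Ifnar1*-/- monocytes from CD45.2 donors. Libraries were numbered from 1 to 3 in each group. The authors sequenced them with paired-end reads of 75 bp, mapped the reads to GRCm38, and used RSEM to estimate an expected count per gene for 54232 genes. RSEM divides reads that fit several genes among them, and the counts were not normalized. Expected counts totaled 7321380, 4531782, and 4946747 in WT libraries 1, 2, and 3, and 6916101, 5811323, and 5442568 in *Ifnar1*-/- libraries 1, 2, and 3. Mitochondrial ribosomal RNA took from 12.3% to 17.6% of the counts in WT libraries and from 15.1% to 22.7% in *Ifnar1*-/- libraries. A count of 3, taken as the detection floor, corresponded to between 0.410 and 0.662 CPM (counts scaled to library size), which covers counting error only. From these files, the expected counts were rounded, normalized by the TMM method of edgeR, and compared with the quasi-likelihood test of edgeR in the 11254 genes that passed its expression filter. Genes with an adjusted p of at most 0.05 and a fold change of at least 1.5 were counted as differentially expressed, the thresholds of the paper's methods. Fold changes are given as WT over *Ifnar1*-/-. Deviations of same-numbered libraries from their group means correlated across genes by 0.0906, 0.0278, and 0.275 for replicates 1, 2, and 3, with a mean of 0.131. WT library 1 correlated as much with *Ifnar1*-/- library 2 (0.0920) as with *Ifnar1*-/- library 1, so these values do not show whether libraries were paired. The legend of Figure 4 gives 3 recipient mice that received marrow of both genotypes, and 3 samples per group. By that legend, WT and *Ifnar1*-/- libraries share mice, which the test without a block leaves out of account. Whether equal numbers mark the same mouse, as the block assumes, is not stated. Each test was run both without and with the replicate number as a block. The targeted gene, *Ifnar1* (ENSMUSG00000022967.13, chromosome 16, 91485238 to 91507441), had 153, 126, and 111 normalized CPM in WT libraries and 110, 102, and 109 normalized CPM in *Ifnar1*-/- libraries. Its log2 fold change was 0.28 (SE 0.15, adjusted p = 0.360 from the edgeR quasi-likelihood test), and 0.27 with the replicate block (adjusted p = 0.381). Each WT library lay above each *Ifnar1*-/- library, by less than the edgeR test could separate (two-sided exact permutation test, p = 0.1, the smallest value possible). Counts of a whole gene do not show which exons the reads came from, and the group of each library was taken from the deposited sample labels.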

381 genes were differentially expressed in WT monocytes, with 292 genes being upregulated and 89 genes downregulated (**Supplementary Table 2**). 

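In the edgeR quasi-likelihood test, 240 of the 11254 genes were differentially expressed, of which 188 were upregulated and 52 were downregulated in WT monocytes. With the replicate number as a block, 182 genes were upregulated and 38 downregulated, and 165 and 25 of these were shared with the test without the block. The pairing check for this block was the correlation of 0.131 between same-numbered libraries. DESeq2, the tool of the paper's methods, called 419 genes, with 314 upregulated and 105 downregulated. Of the alternatives, leaving out the filter on low counts moved the edgeR number most, to 872 genes. The median log2 fold change was 1.60 for upregulated genes and -0.88 for downregulated genes, and 70 genes were upregulated over 4-fold. The 5 upregulated genes with the smallest p-values were *Oas1a*, *Chil1*, *Ifit2*, *Ctse*, and *Ifi27l2a*. Among them, *Chil1* (ENSMUSG00000064246.10, chromosome 1, 134182176 to 134190181) had 487 ± 71.0 normalized CPM (SD, n = 3) in WT and 14.5 ± 3.65 (SD, n = 3) in *Ifnar1*-/- monocytes. This is a log2 fold change of 5.08 (SE 0.23, adjusted p = 2.5e-06 from edgeR), and 5.09 with the replicate block (adjusted p = 5.1e-06). The 5 downregulated genes with the smallest p-values were *Ppfia4*, *Rpl5*, *Gm20594*, *Gm10273*, and *Gm24497*. *Ppfia4* (ENSMUSG00000026458.13, chromosome 1, 134296783 to 134332928) had 1.42 ± 0.812 normalized CPM (SD, n = 3) in WT and 19.0 ± 2.64 (SD, n = 3) in *Ifnar1*-/- monocytes. Its log2 fold change was -3.76 (SE 0.33, adjusted p = 0.000138 from edgeR), and -3.75 with the replicate block (adjusted p = 0.000639). *Gm10273* was at least 4.86-fold lower in WT, since all WT libraries were at 0 counts. *Chil1*, *Ctse*, and *Ppfia4* lie within 20 Mb of *Ptprc*, the gene of the CD45 variants that distinguish the donors, where 6.10% of tested genes were differentially expressed against 2.07% elsewhere. *Oas1a*, *Ifi27l2a*, *Rpl5*, and *Gm10273* belong to families with similar copies or pseudogenes, among which RSEM could have divided reads, and *Gm24497* overlaps another gene on the same strand, so their values are uncertain. Log2 fold changes across all tested genes correlated with gene length (Spearman's rho = 0.226) and with GC content (rho = 0.373), where genes are not independent replicates. With offsets for both, chosen after seeing the data, 195 genes were upregulated and 26 downregulated, and with the block as well, 251 and 57.

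**Figure D1:**
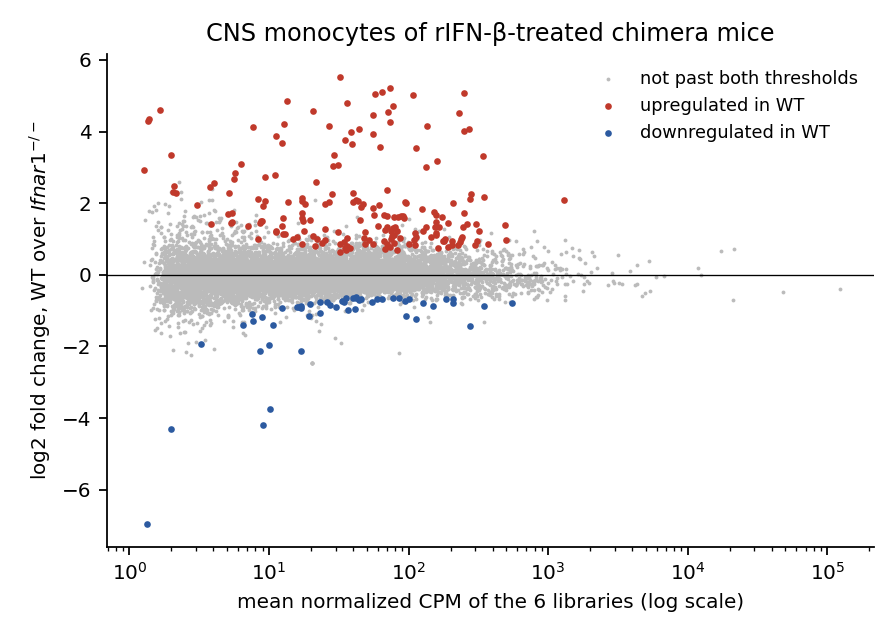
Each point is 1 of the 11254 tested genes, with mean normalized CPM over the 6 libraries on a log scale on the x axis and the log2 fold change of WT over *Ifnar1*-/- monocytes on the y axis. The 188 upregulated genes are red and reach higher absolute changes more often than the 52 downregulated genes in blue; genes not past both thresholds are gray.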

Among upregulated genes were several [*Irf7*, *Tlr9*, and *Bst2* (PDCA-1)] (**Figure 4C**) known to induce type-I IFN expression in some immune cells, including pDCs (41). 

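*Irf7* (ENSMUSG00000025498.15, chromosome 7, 141262706 to 141266481), which encodes a transcription factor for type I IFN genes, had 721, 413, and 393 normalized CPM in WT libraries and 25.8, 32.7, and 31.8 in *Ifnar1*-/- libraries. Its log2 fold change was 4.08 (SE 0.26, adjusted p = 1.6e-05 from the edgeR quasi-likelihood test). *Tlr9* (ENSMUSG00000045322.10, chromosome 9, 106222598 to 106226883), the gene of a receptor for unmethylated CpG DNA, had 107 ± 30.4 normalized CPM (SD, n = 3) in WT and 34.4 ± 4.97 (SD, n = 3) in *Ifnar1*-/- monocytes. The change of *Tlr9* was smaller, with a log2 fold change of 1.63 (SE 0.21, adjusted p = 0.00199 from edgeR). *Bst2* (ENSMUSG00000046718.8, chromosome 8, 71534255 to 71537456), which encodes PDCA-1, had 68.3 ± 20.6 normalized CPM (SD, n = 3) in WT and 16.0 ± 6.12 (SD, n = 3) in *Ifnar1*-/- monocytes, a log2 fold change of 2.10 (SE 0.29, adjusted p = 0.00325 from edgeR). With the replicate number as a block, the log2 fold changes were 4.03 for *Irf7* (adjusted p = 8.4e-05), 1.61 for *Tlr9* (adjusted p = 0.00397), and 2.10 for *Bst2* (adjusted p = 0.00545). The correlation of same-numbered libraries behind this pairing was 0.131. For each of these genes, all 3 WT libraries had higher values than all 3 *Ifnar1*-/- libraries (two-sided exact permutation test, p = 0.1, the smallest value that 3 libraries against 3 allow). WT library 1 had the highest value of all 3 genes. Across fits that each left out 1 library, the log2 fold change ranged from 3.75 to 4.26 for *Irf7*, from 1.39 to 1.82 for *Tlr9*, and from 1.86 to 2.45 for *Bst2*. *Irf7* overlaps the annotated range of *Phrf1* on the opposite strand, and the paper's text does not state whether reads were counted by strand. *Irf7* and *Bst2* were in a set of 35 interferon-stimulated genes chosen in advance. Their rise alone cannot tell a pDC-like state from a general response to type I IFN.

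**Figure D2:**
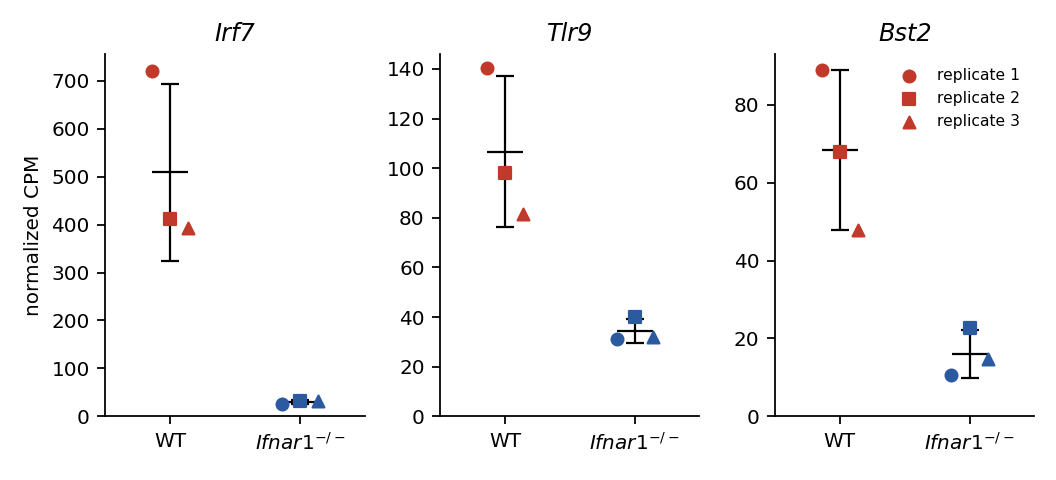
Normalized CPM of *Irf7*, *Tlr9*, and *Bst2* (y axes, starting at 0) in WT (red) and *Ifnar1*-/- (blue) monocytes, with a point per library shaped by replicate number and the mean ± SD (n = 3) as lines. The 3 WT libraries lie above the 3 *Ifnar1*-/- libraries for each gene, and WT library 1 is the highest.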

We therefore compared our transcriptomes of monocytes with the list of pDC-specific genes extracted from accession no. GSE114315 (38). 

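The heatmap of Figure 4D shows 30 pDC progenitor genes and 67 mature pDC genes, whose symbols were read from the figure by eye, and all of them passed the filter on low counts. The paper's text does not state how these genes were selected for display, so their number describes the heatmap and is not used as a test of enrichment. The complete gene lists behind the enrichment scores were not used here. Of the 30 pDC progenitor genes, 21 were upregulated in WT monocytes in the edgeR quasi-likelihood test, 1 was downregulated (*Ppfia4*), and 8 did not pass both thresholds. Their median log2 fold change was 1.42, and it ranged from 1.01 to 5.06 among the upregulated genes, which included *Ifi27l2a*, *Mx2*, *Siglec1*, *Bst2*, and *Tlr9*. Of the 67 mature pDC genes, 52 were upregulated, none was downregulated, and 15 did not pass both thresholds. The median log2 fold change of the mature pDC genes was 1.60, with a range from 0.88 to 5.23 among upregulated genes such as *Ifit3*, *Rsad2*, *Oasl1*, and *Irf7*. Adjusting p over each list alone in place of all tested genes, 26 pDC progenitor and 64 mature pDC genes were upregulated. With the replicate number as a block, 21 pDC progenitor and 51 mature pDC genes were upregulated (correlation of same-numbered libraries, 0.131). Of the alternatives for the pDC progenitor list, leaving out 1 library moved the number most, to as few as 15 genes. Both lists hold genes that are induced by type I IFNs in many cell types: 5 of the 30 and 17 of the 67 were in the set of 35 interferon-stimulated genes, fixed before the data were examined. A set of 35 does not hold every such gene, so these numbers are lower bounds. Reads of *Ifit3*, *Mx2*, *Oasl1*, *Ifi27l2a*, and other members of such families could have been divided among similar genes, which leaves their values uncertain. *Ppfia4*, *Chil1*, *Ctse*, and *Tor3a* of these lists lie within 20 Mb of *Ptprc* on chromosome 1, where differentially expressed genes were over-represented.

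**Figure D3:**
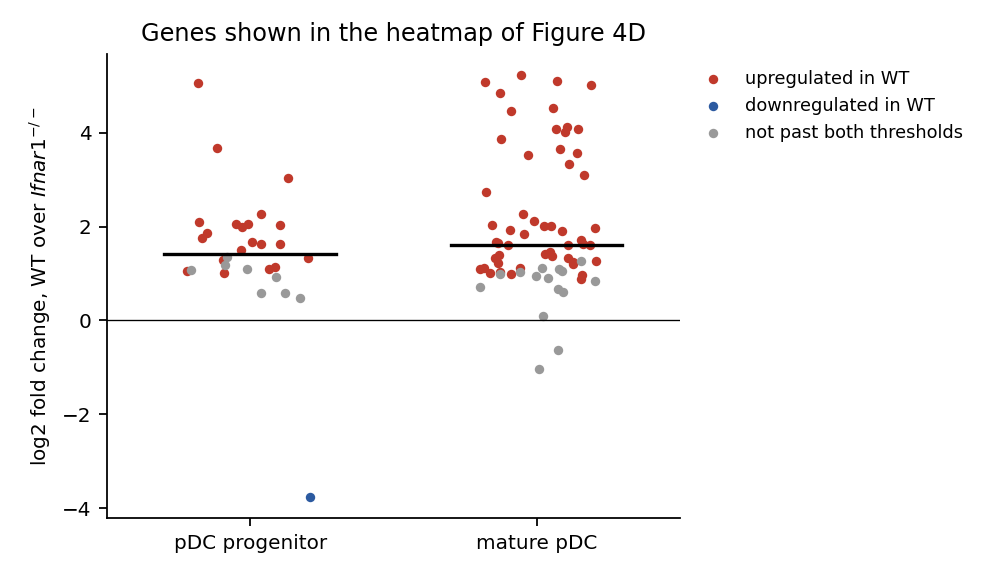
Log2 fold change of WT over *Ifnar1*-/- monocytes (y axis) for each pDC progenitor and mature pDC gene of the Figure 4D heatmap (x axis), with a point per gene and a line at the median. Medians are 1.42 and 1.60; 21 and 52 genes are upregulated (red), 1 pDC progenitor gene is downregulated (blue), and gray genes are not past both thresholds.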

Gene set enrichment analysis (GSEA) showed that rIFN-β induced in monocytes a transcriptional profile enriched for both pDC progenitor and mature pDCs genes (**Supplementary Figure 4C** and **Figure 4D**). In addition, rIFN-β induced *Siglec1* (CD169) (**Figure 4D**), which is associated with macrophages that produce type-I IFNs during an infection (42). 

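*Siglec1* (ENSMUSG00000027322.11, chromosome 2, 131069220 to 131086765) had 366, 207, and 139 normalized CPM in WT libraries 1, 2, and 3, and 19.5, 43.7, and 24.5 in the *Ifnar1*-/- libraries. WT libraries varied more than *Ifnar1*-/- libraries, with 237 ± 117 (SD, n = 3) against 29.2 ± 12.8 (SD, n = 3) normalized CPM. The log2 fold change was 3.02 (SE 0.38, adjusted p = 0.00177 from the edgeR quasi-likelihood test), and 2.97 with the replicate number as a block (SE 0.36, adjusted p = 0.00333; correlation of same-numbered libraries, 0.131). Values of the WT and *Ifnar1*-/- libraries did not overlap (two-sided exact permutation test, p = 0.1, the smallest value possible with 3 libraries against 3). Without any 1 of the libraries, the log2 fold change stayed between 2.58 and 3.46. *Siglec1* was also in the set of 35 interferon-stimulated genes, so its rise alone cannot tell a CD169+ macrophage profile from a general response to type I IFN.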

We therefore compared transcriptomes of WT and *Ifnar1*^-/-^ monocytes with the set of CD169^+^ macrophage genes extracted from SRA#SUB2908162 (42). GSEA revealed that rIFN-β in WT monocytes induced a transcriptional profile enriched for genes characteristic for CD169^+^ macrophages (**Supplementary Figure 4D** and **Figure 4D**).

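The heatmap of Figure 4D shows 30 CD169+ macrophage genes, read from the figure by eye. All 30 were upregulated in WT monocytes in the edgeR quasi-likelihood test, with a median log2 fold change of 2.19 and a range from 1.02 to 5.11. The number was also 30 with the replicate number as a block (correlation of same-numbered libraries, 0.131), and it was between 26 and 30 in the fits that each left out 1 library. The list shares 17 genes with the mature pDC genes and 5 genes with the pDC progenitor genes of the heatmap. *Chil1*, which is on the list, lies in the over-represented region around *Ptprc*. Of the 30 genes, 16 were in the set of 35 interferon-stimulated genes, 33 of which were upregulated. The 16 genes are a lower bound, since the set does not hold every interferon-stimulated gene. Across the 3 lists together, 81 of 105 genes were upregulated and 1 was downregulated. The paper reasons from the upregulation of *Irf7*, *Tlr9*, and *Bst2*, genes known to induce type I IFN expression in cells such as pDCs, to a comparison with pDC genes, and from *Siglec1* to a comparison with CD169+ macrophage genes. From the enrichment of these gene lists in WT over *Ifnar1*-/- monocytes, it states that rIFN-β induced the corresponding transcriptional profiles in monocytes.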

To further test whether rIFN-β induces the pDC-like phenotype in monocytes, we immunized *Ifnar1*^fl/fl^ and *LysM-Cre^+^Ifnar1*^fl/fl^ mice for EAE induction, treated them with rIFN-β, and analyzed monocytes from the CNS for pDC markers. rIFN-β treatment increased the frequencies of PDCA-1^+^SiglecH^+^ monocytes from *Ifnar1*^fl/fl^ mice compared to those from *LysM-Cre^+^Ifnar1*^fl/fl^ mice (**Figure 4E**), and upregulated their expression of *Ifnb1*, *Irf7*, *Tlr9*, *siglec1*, and *Il10* (**Figure 4F**). We also activated with MOG_35-55_ mononuclear cells from the CNS of WT mice with EAE in the presence of rIFN-β for 24 h. Similar to results from rIFN-β-treated mice, *in vitro*-treated monocytes had higher frequencies of PDCA-1^+^Siglec-H^+^ cells (**Supplementary Figure 4E**), and higher expression of *Ifnb1*, *Irf7*, *Tlr9*, *siglec1*, and *Il10* than control monocytes (**Supplementary Figure 4F**). In addition to increasing the frequencies of PDCA-1^+^Siglec-H^+^ monocytes, rIFN-β upregulated levels of both PDCA-1 and Siglec-H per cell *in vivo* and *in vitro* (**Supplementary Figures 4G, H**). We also tested the effect of rIFN-β treatment *in vivo* and *in vitro* on IFN-α expression by monocytes, but non-reproducible outcomes among repeats precluded drawing any conclusions (data not shown). Overall, these results demonstrate that rIFN-β treatment induces type I-IFNs-expressing phenotype in monocytes.

To identify a subset of monocytes that expresses type-I IFNs, we treated monocytes from the CNS of mice with EAE with rIFN-β and sorted three populations based on PDCA-1 and Siglec-H expression. PDCA-1^Hi^ monocytes, irrespective of Siglec-H expression, had elevated expression of *Ifnb1*, *Irf7*, *Tlr9*, and *Siglec1* compared with PDCA-1^Low^ monocytes, whereas only PDCA-1^Hi^Siglec-H^+^ monocytes upregulated *Il10* expression (**Figure 4G**). These results show that PDCA-1 expression identifies monocytes that produce IFN-β, and that simultaneous expression of PDCA-1 and Siglec-H correlates with co-expression of IFN-β and IL-10.

### rIFN-β Ameliorates EAE *via* IL-10, but Independent of IL-27

To identify the mechanisms whereby rIFN-β modulates APCs to suppress GM-CSF production by Th cells, we co-cultured naïve CD4^+^ T cells and APCs with addition of rIFN-β, and quantified the expression of cytokines known to regulate GM-CSF expression. rIFN-β strongly suppressed expression of IL-1α and IL-1β, and to a lesser extent of IL-12, IL-23, IL-6 and IFN-γ, but it upregulated IL-10 expression, which was readily detectable 48 h after activation, peaking at 72 h (**Supplementary Figures 5A, B**).

We next tested whether rIFN-β suppression of GM-CSF production by Th cells requires IL-10 by co-culturing WT or *Il10rb*^-/-^ naïve CD4^+^ T cells and APCs with addition of rIFN-β. rIFN-β had notably stronger suppressive effect on GM-CSF production by Th cells if they expressed IL-10R (~60% reduction), whereas IL-10 signaling in APCs resulted in modest suppressive effect on GM-CSF production by Th cells (~20% reduction) (**Figure 5A**). We next tested whether IL-10 is required for the suppressive effect of rIFN-β *in vivo*. WT and *Il10*^-/-^ mice were immunized for EAE induction and treated with rIFN-β daily. rIFN-β suppressed EAE in WT mice, but not in *Il10*^-/-^ mice (**Figure 5B**).

**Figure 5:**
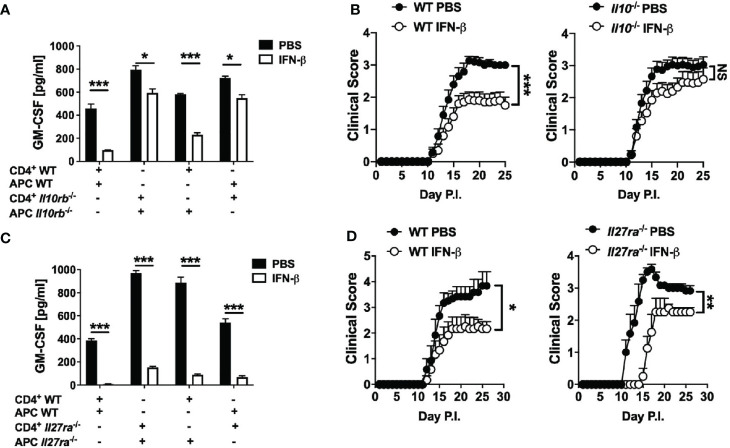
rIFN-β ameliorates EAE *via* IL-10, but independently of IL-27. Splenic WT or *Il10rb*^-/-^ naïve CD4^+^ T cells were co-cultured with of WT or *Il10rb*^-/-^ APCs and activated with anti-CD3/28 Abs with or without addition of rIFN-β (1000 IU/ml) into culturing media for 72 h. **(A)** GM-CSF concentrations in cell culture supernatants were measured by ELISA after 72 h. **(B)** WT and *Il10*^-/-^ mice (n=18 per group, pooled 3 experiments) were immunized for EAE induction and received daily i.p. injections of PBS or rIFN-β. Clinical severity scores are shown. **(C)** Splenic WT or *Il27ra*^-/-^ naïve CD4^+^ T cells were co-cultured with WT or *Il27ra*^-/-^ APCs, activated with anti-CD3/28 Abs, with or without addition of rIFN-β into culturing media. GM-CSF concentrations in 72 h cell culture supernatants were measured by ELISA. **(D)** WT and *Il27ra*^-/-^ mice (n=6 per group), were immunized for EAE induction and treated with PBS or rIFN-β daily. Clinical severity score is shown. EAE experiments were conducted at least two times with similar outcomes. Data shown are mean ± SEM. For EAE, p-values were calculated using two-way ANOVA with Bonferroni’s multiple comparison correction. Parametric datasets were analyzed using unpaired Student’s *t*-test; *p < 0.05, **p < 0.01, ***p < 0.001, NS, not significant.

It has been shown that rIFN-β induces IL-27 *in vitro*, and that IL-27 induces IL-10 and suppresses GM-CSF expression (43). We therefore speculated that rIFN-β inhibits GM-CSF expression, and suppresses EAE by inducing IL-27 expression. However, rIFN-β suppressed both GM-CSF production and EAE independently of IL-27 signaling (**Figures 5C, D**). In addition, rIFN-β induced IL-10 production by BMDMs irrespective of IL-27 signaling (**Supplementary Figure 2E**). Taken together, these results show that rIFN-β suppresses GM-CSF production by Th cells and EAE *via* IL-10 signaling in Th cells, but independently of IL-27.

### rIFN-β Suppresses GM-CSF Expression in Th Cells by Reducing Secretion of IL-1β From Myeloid Cells

rIFN-β suppressed expression of both IL-1α and IL-1β *in vitro* (**Supplementary Figures 5A–C**). IL-1α and IL-1β signal through the same receptor comprising IL-1R1 and IL-RAcP (44). IL-1β and IL-1R1 are required for the development of EAE, whereas IL-1α is not (45), leading us to focus on IL-1β in the rest of the study. rIFN-β abrogated IL-1β production in co-cultures of naïve CD4^+^ T cells and APCs by acting on APCs (**Supplementary Figure 5D**). Given that IL-1β induces GM-CSF expression in Th cells (26, 28), we hypothesized that rIFN-β suppresses their GM-CSF expression by inhibiting IL-1β expression by APCs. We confirmed that IL-1β induces GM-CSF production by Th cells *in vitro*, in a dose- dependent manner (**Supplementary Figures 5E, F**). Blocking or absence of IL-1R1 signaling reduced GM-CSF production by Th cells *in vitro* (**Supplementary Figures 5G, H**). To test whether IL-1β induces GM-CSF production by Th cells *in vivo*, we co-transferred total CD4^+^ T cells from WT (CD45.1) and *Il1r1*^-/-^ (CD45.2) mice into *Rag1*^-/-^ mice and immunized them for EAE induction; CD4^+^ T cells from the spleen and CNS were then analyzed at disease peak. The proportions of total GM-CSF^+^ *Il1r1*^-/-^ Th cells were lower than of WT Th cells, both in the spleen and CNS. Lack of IL-1R1 on CD4^+^ T cells reduced numbers of various GM-CSF^+^ Th cells (**Figures 6A, B**), without affecting overall numbers of Th1 and Th17 cells (**Figure 6C**). Even though GM-CSF expression by *Il1r1*^-/-^ Th cells was reduced, a proportion of these cells expressed GM-CSF, demonstrating that IL-1β is not absolutely required for GM-CSF production by Th cells. These results show that IL-1β induces GM-CSF expression in Th cells both *in vitro* and *in vivo*.

**Figure 6:**
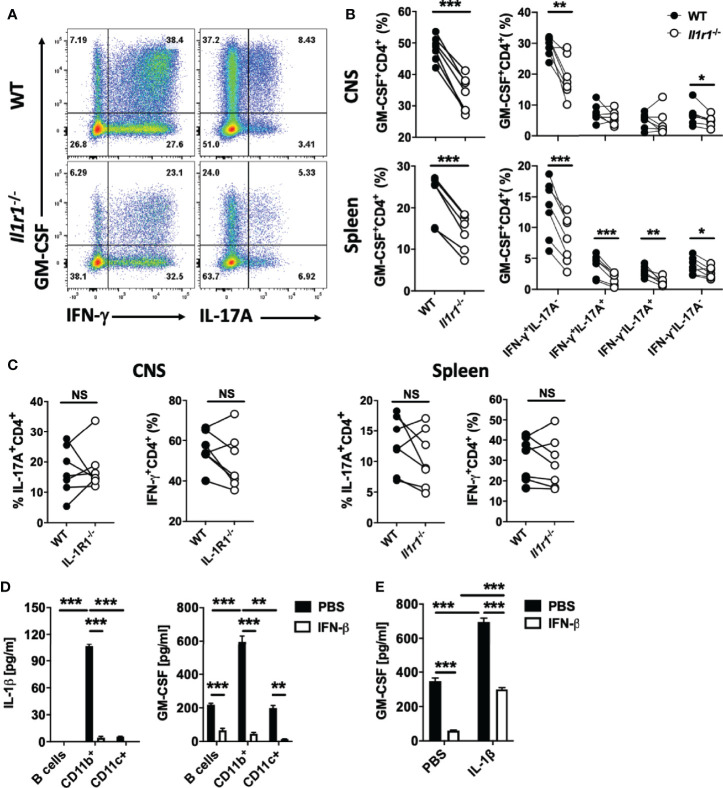
IL-1β induces GM-CSF expression in Th cells. Splenic WT (CD45.1) and *Il1r1*^-/-^ (CD45.2) CD4^+^ T cells in a 1:1 ratio (total 1 x 10^7^ cells) were co-transferred into recipient *Rag1*^-/-^ mice. Recipient mice (n=7) were immunized for EAE induction, and cells obtained from the spleen and CNS were analyzed at disease peak. **(A)** Representative flow cytometry dot plots showing GM-CSF, IFN-γ, and IL-17A expression by WT and *Il1r1*^-/-^ CD4^+^ T cells from the CNS of mice with EAE. **(B)** Proportions (%) of GM-CSF^+^, and different subsets of GM-CSF^+^CD4^+^ T cells in WT and *Il1r1*^-/-^ CD4^+^ T cells from the spleen and CNS of mice with EAE. **(C)** Proportions (%) of IFN-γ^+^, and IL-17A^+^ CD4^+^ T cells among WT and *Il1r1*^-/-^ CD4^+^ T cells from the spleen and CNS of mice with EAE. **(D)** Splenic naïve CD4^+^ T cells were co-cultured with FACS-sorted CD19^+^ (B cells), CD11b^+^, or CD11c^+^ cells from WT splenocytes, and activated with anti-CD3/28 Abs, with or without addition of rIFN-β into culturing media. IL-1β and GM-CSF concentrations in cell culture supernatants were measured by ELISA after 72 h of culturing. **(E)** Splenic naïve CD4^+^ T cells were co-cultured with CD11b^+^ cells and activated with anti-CD3/28 Abs, with or without addition of IL-1β (20 ng/ml) and rIFN-β into culturing media. GM-CSF concentrations in cell culture supernatants were measured by ELISA after 72 h of culturing. These experiments were conducted three times with similar outcomes. D**a**ta shown are mean ± SEM. P-values were calculated using paired Student’s *t*-test in **(B, C)**, and one-way ANOVA with Bonferroni’s multiple comparisons test in **(D, E)**; **p < 0.01, ***p < 0.001, NS, not significant.

To identify cells that produce IL-1β, we co-cultured naïve CD4^+^ T cells with splenic CD11b^+^, CD11c^+^CD11b^-^ (DCs), and B cells of WT mice. CD11b^+^ cells produced by far the most IL-1β, and CD4^+^ T cells co-cultured with them secreted the most GM-CSF (**Figure 6D**). We next tested whether adding IL-1β in co-cultures of CD4^+^ T cells and CD11b^+^ cells would counteract the suppressive effect of rIFN-β on GM-CSF production. Exogenous IL-1β induced higher GM-CSF production by Th cells, but only partially ameliorated the suppression by rIFN-β (**Figure 6E**). These data indicate that the suppressive effect of rIFN-β on GM-CSF production by Th cells is mediated, in part, by suppression of IL-1β secretion from myeloid cells.

### rIFN-β Suppresses IL-1β Expression by CNS-Infiltrated Monocytes

We next characterized pro-IL-1β-expressing cells from mice with EAE by flow cytometry. We found pro-IL-1β^+^ cells in the CNS, but not in the LN and spleen (data not shown). *t*-distributed Stochastic Neighbor Embedding (*t*-SNE) analysis and Phenograph unbiased clustering identified 7 populations among cells obtained from the CNS at EAE peak. Monocytes (CD11b^+^Ly6C^hi^Ly6G^-^CD45^hi^) were the predominant IL-1β^+^ population, followed by DCs (CD11c^+^MHCII^+^CD45^hi^) and microglia (CD11b^+^CD45^int^) (**Figures 7A–C**). We next tested whether rIFN-β treatment affects IL-1β expression by cells in the CNS of mice with EAE and found that treated mice had fewer IL-1β^+^ monocytes at EAE peak. (**Figure 7D**). It has been shown that rIFN-β suppresses MHC-II expression by APCs and limits Ag-presentation to Th cells (9); however; we did not find a significant decrease in MHC-II expression by myeloid cells from the CNS of mice with EAE (**Supplementary Figure 6A**). We also tested the role of endogenous IFN-β in regulation of IL-1β expression by CNS monocytes of WT and *Ifnar1*^-/-^ mice with EAE. Consistent with the effect of rIFN-β treatment, WT mice had fewer IL-1β^+^ monocytes than *Ifnar1*^-/-^ mice (**Figure 7E**). These data demonstrate that endogenously produced type I IFNs reduce expression of IL-1β by monocytes in the CNS of mice with EAE, and that treatment with rIFN-β further reduces its expression.

**Figure 7:**
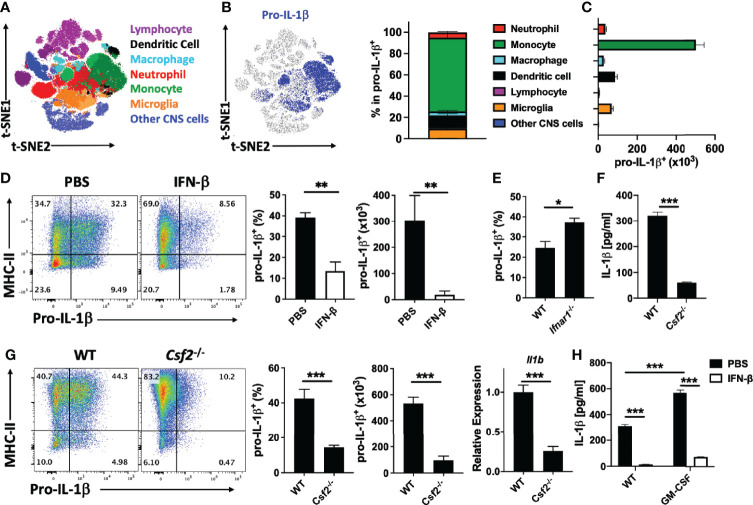
rIFN-β suppresses pro-IL-1β expression by the CNS monocytes. WT mice (n=5) were immunized for EAE induction, sacrificed at disease peak (day 15 p.i.), and mononuclear cells from the CNS analyzed by flow cytometry. **(A)** *t*-SNE plot showing seven populations of cells from CNS that were generated by PhenoGraph unbiased clustering. **(B)** Proportions (%) of CNS cell populations expressing pro-IL-1β. **(C)** Total numbers of pro-IL-1β-expressing cells from the CNS. **(D)** WT mice (n=4 per group) were immunized for EAE induction and treated daily with PBS or rIFN-β. Mice were sacrificed at disease peak (day 15 p.i.) and monocytes from the CNS analyzed by flow cytometry for pro-IL-1β expression. Representative flow cytometry dot plots showing MHC-II and pro-IL-1β expression by monocytes in the CNS of mice with EAE. Proportions (%) and total numbers of pro-IL-1β^+^ monocytes in the CNS of mice with EAE. **(E)** WT and *Ifnar1*^-/-^ mice (n=5 per group) were immunized for EAE induction, sacrificed at disease peak (day 15 p.i.), and monocytes from the CNS analyzed by flow cytometry for pro-IL-1β expression. Proportions (%) of pro-IL-1β^+^ monocytes from the CNS of mice with EAE are shown. **(F)** Splenic WT and *Csf2*^-/-^ naïve CD4^+^ T cells were co-cultured with WT APCs, activated with anti-CD3/28 Abs, and GM-CSF concentrations in cell culture supernatants measured by ELISA after 72 h of culturing. **(G)** WT and *Csf2*^-/-^ mice (n=5 per group) were immunized for EAE induction, sacrificed at disease peak (day 15 p.i.), and CNS infiltrated monocytes analyzed by flow cytometry for pro-IL-1β expression. Representative flow cytometry dot plots showing MHC-II and pro-IL-1β expression. Proportions (%) and total number of pro-IL-1β^+^ monocytes. *Il1b* expression by mononuclear cells from CNS of mice with EAE was determined by RT-PCR. **(H)** Splenic naïve CD4^+^ T cells were co-cultured with APCs and activated with anti-CD3/28 Abs with or without addition of GM-CSF (20 ng/ml) and rIFN-β. GM-CSF concentrations in cell culture supernatants were measured by ELISA after 72 h of culturing. These experiments were conducted three times with similar outcomes. Data shown are mean ± SEM. P-values were calculated using unpaired Student’s *t*-test in **(D**–**G)**, and one-way ANOVA with Bonferroni’s multiple comparisons test in **(H)**; *p < 0.05**p < 0.01, ***p < 0.001.

It has been shown that the encephalitogenic role of GM-CSF is due to its effects on monocytes (6), and we show here that they are the major source of IL-1β in the CNS of mice with EAE (**Figures 7A–C**). To determine to what extent GM-CSF production by Th cells impacts IL-1β secretion by myeloid cells, we co-cultured WT and *Csf2*^-/-^ CD4^+^ T cells with WT CD11b^+^ cells. We found much lower IL-1β concentrations in media from co-cultures with *Csf2*^-/-^ Th cells (**Figure 7F**). We then determined the role of GM-CSF in IL-1β expression in mice with EAE. As previously described (26), *Csf2*^-/-^ mice developed mild clinical EAE, with fewer immune cells in the CNS than in WT mice. *Csf2*^-/-^ mice had reduced frequencies and total numbers of IL-1β^+^ monocyte-derived cells in their CNS compared with WT mice, as well as diminished IL-1β expression by monocyte-derived cells (**Figure 7G**).

To determine if rIFN-β suppresses IL-1β production by myeloid cells *via* suppression of GM-CSF expression by Th cells, we added GM-CSF to the co-culture of WT CD4^+^ T cells and CD11b^+^ cells. Exogenous GM-CSF facilitated IL-1β production, but rIFN-β still efficiently suppressed it (**Figure 7H**). We also tested whether rIFN-β suppresses IL-1β production *via* IL-10 or IL-27 and found that these cytokines are disposable for the suppression (**Supplementary Figures 6B, C**). These data show that rIFN-β suppresses IL-1β secretion by myeloid cells *via* reduction in GM-CSF production by Th cells, and by an additional mechanism independent of IL-10 and IL-27.

### rIFN-β Suppresses IL-1β Expression in Myeloid Cells *via* Inhibition of GM-CSF/TNF/FASL Expression by Th Cells

A recent study has shown that Th cells induce IL-1β production in BM-derived DCs (BMDCs) *via* TNF and FASL (a role of GM-CSF was not tested); FASL/FAS signaling activated caspase-8, which cleaved pro-IL-1β induced by TNF (46). We first confirmed these findings by co-culturing naïve CD4^+^ T cells and CD11b cells in the presence of caspase-8 inhibitor IETD. Blocking caspase-8 suppressed IL-1β production by myeloid cells (**Figure 8A**), while lack of caspase-1 had a modest effect, and rIFN-β suppressed IL-1β production independently of caspase-1 (**Figure 8B**). We also compared the effect of GM-CSF, TNF and FASL on IL-1β production by myeloid cells. Blocking FASL abrogated IL-1β production by myeloid cells, whereas blocking TNF or GM-CSF had partial inhibitory effects (**Figure 8B**), and simultaneous blocking of GM-CSF and TNF also abrogated IL-1β production (**Supplementary Figure 6D**). These results indicate that GM-CSF, TNF and FASL are the major Th cell-derived stimuli for induction of IL-1β production by myeloid cells.

**Figure 8:**
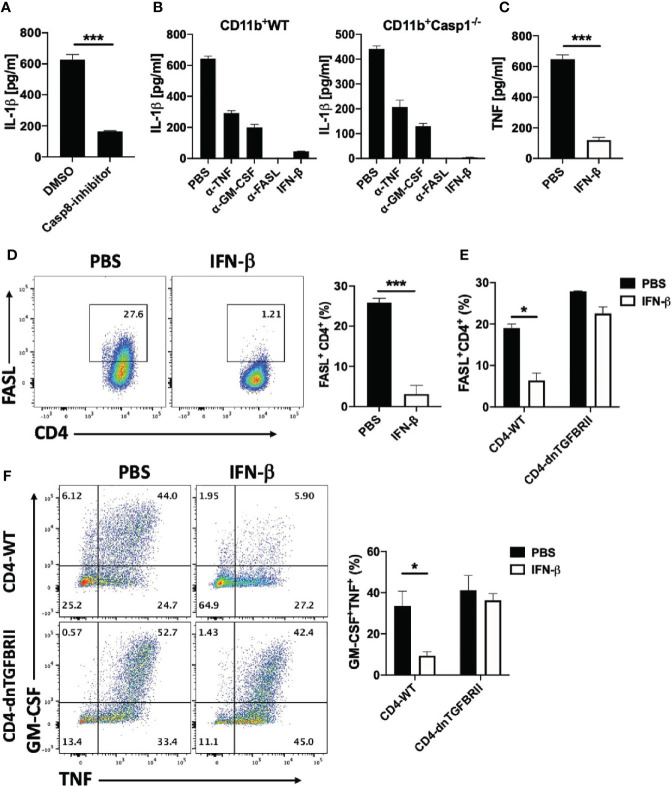
rIFN-β suppresses IL-1β expression in myeloid cells *via* inhibition of FASL expression by Th cells. Splenic naïve CD4^+^ T cells and CD11b^+^ cells were activated with anti-CD3/28 Abs with addition of caspase-8 inhibitor or DMSO into culturing media. **(A)** IL-1β concentrations in cell culture supernatants measured by ELISA after 72 h of culturing. **(B)** Splenic WT naïve CD4^+^ T cells were co-cultured with WT or *Casp1*^-/-^ CD11b^+^ cells and activated with anti-CD3/28 Abs, with or without addition of anti-TNF, anti-GM-CSF, anti-FASL Abs or rIFN-β into culturing media. IL-1β concentrations in cell culture supernatants were measured by ELISA after 72 h of culturing. **(C)** Splenic naïve CD4^+^ T cells and CD11b^+^ cells were co-cultured and activated with anti-CD3/28 Abs with or without addition of rIFN-β into culturing media. TNF concentrations in cell culture supernatants were measured by ELISA after 72 h of culturing. **(D)** Representative flow cytometry dot plots showing FASL expression by CD4^+^ T cells in **(C)** Proportions (%) of FASL^+^CD4^+^ T cells in **(C, E)** Splenic naïve CD4^+^ T cells from WT or CD4-dnTGFBRII mice were co-cultured with WT CD11b^+^ cells activated with anti-CD3/28 Abs, with or without addition of rIFN-β into culturing media. Proportions (%) of FASL^+^CD4^+^ T cells were analyzed by flow cytometry. **(F)** Representative flow cytometry dot plots showing GM-CSF and TNF expression by WT CD4^+^ and CD4-dnTGFBRII T cells in **(E)** Bar graph showing proportions (%) of GM-CSF^+^TNF^+^CD4^+^ T cells by WT CD4^+^ and CD4-dnTGFBRII T cells in **(E)** These experiments were conducted two **(A, B, E, F)** and three times **(C, D)** with similar outcomes. Data shown are mean ± SEM. P-values were calculated using unpaired Student’s *t-*test; *p < 0.05, ***p < 0.001.

We have already shown that rIFN-β suppresses GM-CSF production by Th cells, and we next tested whether rIFN-β also suppresses TNF and FASL expression by Th cells. rIFN-β strongly suppressed both TNF secretion (**Figure 8C**) and FASL expression (**Figure 8D**) by Th cells in co-culture with CD11b^+^ cells. Among the cytokines that regulate FASL expression, TGF-β signaling in Th cells was required to suppress FASL expression by rIFN-β (**Figure 8E**), as well as to suppress GM-CSF and TNF expression (**Figure 8F**). In contrast, immunomodulatory molecules such as IL-10 and PD-L1 were not required for inhibitory effect of rIFN-β on FASL expression by Th cells (**Supplementary Figure 6E**). These results show that rIFN-β suppresses IL-1β production by myeloid cells by inhibiting the expression of GM-CSF, TNF and FASL expression by Th cells in a TGF-β-dependent manner.

## Discussion

Injectable rIFN-β is the first FDA-approved disease-modifying therapy for relapsing-remitting MS; however, the mechanism of its action is not well understood. Existent findings support the possibility that an important mechanism underlying the beneficial effects of rIFN-β in autoimmune neuroinflammation could be inhibition of GM-CSF production by Th cells. Here, we have expanded upon previous findings by elucidating this inhibitory mechanism in EAE.

It has been shown that IFNAR1 signaling in myeloid cells, triggered by endogenous IFNs, reduces EAE severity and lethality (9). We confirmed this observation, and extend it by identifying monocytes as a myeloid cell subset relevant to the beneficial effects of rIFN-β therapy in EAE. Our data showing that the effects of rIFN-β on GM-CSF production by Th cells is indirect, *via* myeloid cells, is also consistent with a previous finding that IFNAR1 signaling in lymphocytes is irrelevant for the role of endogenous type-I IFNs in EAE (9). rIFN-β treatment induced IL-10 expression by monocytes, macrophages, DCs, and Th cells in the CNS of mice with EAE, and IL-10 was required for suppressive effects of rIFN-β. Even though it is widely accepted that rIFN-β-induced IL-10 mediates the suppressive effect of rIFN-β in EAE (and MS), to the best of our knowledge, our data shown here directly validate this assumption for the first time. Given that rIFN-β induces IL-27 expression in APCs activated with TLR agonist (43, 47, 48), and that IL-27 potently induces IL-10 expression and suppresses GM-CSF production by Th cells (49–51), it has been inferred that rIFN-β induces IL-10 expression *via* IL-27, and that rIFN-β therapy relies on IFN-β/IL-27/IL-10 axis (43, 47, 48). However, our findings refute this widely held assumption, because rIFN-β induced IL-10 production independently of IL-27, and, most important, rIFN-β treatment suppressed EAE in the absence of IL-27 signaling, as we have previously shown (47). In addition, rIFN-β suppressed GM-CSF expression by Th cells independently of IL-27. Our findings clearly show that IL-27 is not an important mediator in rIFN-β therapy in EAE, and possibly not in MS.

Recent characterization of monocytes from the CNS of mice with EAE revealed a new subset with high expression of type-I IFN-related genes, but the role of these monocytes has not been elucidated (52). We show that in the CNS of mice with EAE, rIFN-β treatment induces similar monocyte subset with pDC-like phenotype, expressing IFN-β, type-I IFN-related genes, PDCA-1, and Siglec-H. pDCs are known as the major source of IFN-β, but monocytes/macrophages can also produce IFN-β during viral infections and in EAE (53–56). Given that pDCs have an immunoregulatory role in EAE (57, 58), it is likely that pDC-like monocytes induced by rIFN-β have similar anti-inflammatory traits that contribute to EAE suppression. It has been shown that during chronic infection, IFN-α/β from macrophages and DCs induced IL-10 production in them to suppress T cell response (59, 60). It is therefore tempting to speculate that rIFN-β boosts production of IFN-β by monocytes to enhance secretion of IL-10, and amplify other immunoregulatory mechanisms as well. It remains to be elucidated to what extent endogenous IFN-β production contributes to disease suppression by the treatment with rIFN-β.

IL-1β, which is required for EAE development (45), was initially associated with the development of Th17 cells (61), but more recent studies emphasize its role in promoting GM-CSF expression by Th cells (26, 28). Our results confirmed that IL-1β signaling is not necessary for Th17 development, but rather for GM-CSF expression by Th cells. Even though IL-1β has a strong GM-CSF-inducing effect, GM-CSF expression by Th cells was not abrogated without IL-1β signaling, indicating that other cytokines, such as IL-2, IL-7, and IL-23 (28), also induce GM-CSF expression. The relationship between IL-1β and GM-CSF is reciprocal, as GM-CSF induces IL-1β expression in myeloid cells and the lack of GM-CSF drastically reduces IL-1β expression by monocytes in the CNS of mice with EAE. Hence, IL-1β and GM-CSF form a positive feed-back loop between APCs and Th cells that potentiates their effector functions in inflammation. Myeloid cells can secrete IL-1β through at least two pathways. During infection, activation of PRRs leads to cleavage of pro-IL-1β by inflammasome component NLRP3 and caspase-1 (62). In contrast, Th cell-induced cleavage of pro-IL-1β in myeloid cells relies on activation of caspase-8, independent of inflammasome. In this pathway, TNF from Th cells induces expression of pro-IL-1β in myeloid cells, and simultaneous engagement of FASL/FAS between Th cells and myeloid cells activates caspase-8 to cleave pro-IL-1β and secrete bioactive IL-1β (46). We confirmed that Th cells induce IL-1β expression by myeloid cells by TNF and FASL, but, we also identified GM-CSF as an additional important inducer of caspase-8/IL-1β pathway. Hence, a complete pathway encompasses GM-CSF/TNF/FASL expressed by Th cells. This view is supported by findings that mice lacking TNF signaling develop only mild EAE (63–65), and that mice lacking GM-CSF or FAS/FASL signaling are resistant to EAE (16, 66, 67).

IFN-β acted on myeloid cells to induce IL-10 and TGF-β production. IL-10 acted on Th cells to suppress their GM-CSF production, but did not affect FASL and IL-1β expression by myeloid cells. This is in contrast to the previous report that PRR-activated myeloid cells upregulate IL-10 in response to rIFN-β, and that IL-10 in an autocrine manner suppresses IL-1β production (62). The difference in findings could be due to dissimilar experimental designs, as we relied on T cell activation of myeloid cells. Moreover, TGF-β signaling in Th cells was required for suppression of their FASL, GM-CSF and TNF expression upon treatment of Th cell-APC co-cultures with rIFN-β. Given that myeloid cells lacking TGF-β signaling are not readily available, and that mice lacking TGF-β signaling in CD4^+^ T cells are resistant to EAE (68), it remains to be determined if TGF-β signaling in myeloid cells contributes to the suppression of their IL-1β production, and if TGF-β plays a role in the effects of rIFN-β in EAE.

It has been shown that rIFN-β induces PD-L1 expression by human monocytes *in vitro*, and that MS patients treated with rIFN-β have increased levels of PD-L1 mRNA (69). Given that PD-L1 strongly inhibits activation, proliferation and cytokine secretion of CD4^+^ T cells, it is possible that an important mechanism of EAE suppression by rIFN-β relies on induction of PD-L1 expression by monocytes. Another study found that rIFN-β therapy results in upregulation of both co-stimulatory and regulatory molecules (including PD-L1) on monocytes of MS patients, but upregulation of PD-L2, not of PD-L1, correlated with beneficial outcomes of rIFN-β therapy (70). Similar upregulation of PD-L1 upon rIFN-β treatment has been observed in other studies with MS patients and mice with EAE (71, 72), but its functional relevance in disease suppression remains to be determined. We tested a role of PD-L1 in the suppressive effect of rIFN-β on FASL expression by Th cells *in vitro*, but rIFN-β suppressed FASL expression by Th cells independent of PD-L1 expression by myeloid cells. This, however, does not exclude a possibility that rIFN-β-induced PD-L1 suppresses EAE *via* other pathway(s).

In summary, we show that rIFN-β suppresses CNS inflammation by acting on monocytes to induce an anti-inflammatory phenotype in them. These monocytes ameliorate CNS inflammation by producing IL-10 and possibly TGF-β to suppress the encephalitogenic features of Th cells, namely their GM-CSF, TNF, and FASL expression, resulting in inhibition of a proinflammatory feedback loop between Th cells and APCs (**Supplementary Figure 7**).

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE169670).

## Ethics Statement

The animal study was reviewed and approved by Institutional Animal Care and Use Committee of Thomas Jefferson University.

## Author Contributions

JR designed and performed experiments, wrote the manuscript, and evaluated and interpreted the data. GC, LI, RT, AB, CM-S, EM, PP, WZ, and DX performed experiments and edited the manuscript. AE performed RNA-seq analysis and data interpretation. PF, LS, and G-XZ revised the manuscript. AR supervised and financed the studies. BC supervised the study, designed the experiments, interpreted the data, and wrote the manuscript. All authors contributed to the article and approved the submitted version.

## Funding

This study was supported by the National Institutes of Health, USA (AI146796-01 to BC and 5R01AI124386 to AR).

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## References

[1] LublinFDReingoldSCCohenJACutterGRSorensenPSThompsonAJ. Defining the Clinical Course of Multiple Sclerosis: The 2013 Revisions. Neurology (2014) 83(3):278–86. 10.1212/WNL.0000000000000560 PMC411736624871874

[2] GilesDADunckerPCWilkinsonNMWashnock-SchmidJMSegalBM. CNS-Resident Classical DCs Play a Critical Role in CNS Autoimmune Disease. J Clin Invest (2018) 128(12):5322–34. 10.1172/JCI123708 PMC626472330226829

[3] MundtSMrdjenDUtzSGGreterMSchreinerBBecherB. Conventional DCs Sample and Present Myelin Antigens in the Healthy CNS and Allow Parenchymal T Cell Entry to Initiate Neuroinflammation. Sci Immunol (2019) 4(31). 10.1126/sciimmunol.aau8380 30679199

[4] KivisakkPMahadDJCallahanMKSikoraKTrebstCTuckyB. Expression of CCR7 in Multiple Sclerosis: Implications for CNS Immunity. Ann Neurol (2004) 55(5):627–38. 10.1002/ana.20049 15122702

[5] SerafiniBRosicarelliBMagliozziRStiglianoECapelloEMancardiGL. Dendritic Cells in Multiple Sclerosis Lesions: Maturation Stage, Myelin Uptake, and Interaction With Proliferating T Cells. J Neuropathol Exp Neurol (2006) 65(2):124–41. 10.1093/jnen/65.2.124 16462204

[6] CroxfordALLanzingerMHartmannFJSchreinerBMairFPelczarP. The Cytokine Gm-Csf Drives the Inflammatory Signature of CCR2+ Monocytes and Licenses Autoimmunity. Immunity (2015) 43(3):502–14. 10.1016/j.immuni.2015.08.010 26341401

[7] CroxfordALSpathSBecherB. Gm-CSF in Neuroinflammation: Licensing Myeloid Cells for Tissue Damage. Trends Immunol (2015) 36(10):651–62. 10.1016/j.it.2015.08.004 26431942

[8] IvashkivLBDonlinLT. Regulation of Type I Interferon Responses. Nat Rev Immunol (2014) 14(1):36–49. 10.1038/nri3581 24362405PMC4084561

[9] PrinzMSchmidtHMildnerAKnobelochKPHanischUKRaaschJ. Distinct and Nonredundant In Vivo Functions of IFNAR on Myeloid Cells Limit Autoimmunity in the Central Nervous System. Immunity (2008) 28(5):675–86. 10.1016/j.immuni.2008.03.011 18424188

[10] AxtellRCde JongBABonifaceKvan der VoortLFBhatRDe SarnoP. T Helper Type 1 and 17 Cells Determine Efficacy of Interferon-Beta in Multiple Sclerosis and Experimental Encephalomyelitis. Nat Med (2010) 16(4):406–12. 10.1038/nm.2110 PMC304288520348925

[11] LublinF. History of Modern Multiple Sclerosis Therapy. J Neurol (2005) 252(Suppl 3):iii3–9. 10.1007/s00415-005-2010-6 16170498

[12] Interferon Beta-1b Is Effective in Relapsing-Remitting Multiple Sclerosis. I. Clinical Results of a Multicenter, Randomized, Double-Blind, Placebo-Controlled Trial. The IFNB Multiple Sclerosis Study Group. Neurology (1993) 43(4):655–61. 10.1212/WNL.43.4.655 8469318

[13] van HoltenJPlater-ZyberkCTakPP. Interferon-Beta for Treatment of Rheumatoid Arthritis? Arthritis Res (2002) 4(6):346–52. 10.1186/ar598 PMC15384312453310

[14] MarkowitzCE. Interferon-Beta: Mechanism of Action and Dosing Issues. Neurology (2007) 68(24 Suppl 4):S8–11. 10.1212/01.wnl.0000277703.74115.d2 17562848

[15] AxtellRCRamanCSteinmanL. Interferon-Beta Exacerbates Th17-mediated Inflammatory Disease. Trends Immunol (2011) 32(6):272–7. 10.1016/j.it.2011.03.008 PMC541463421530402

[16] McQualterJLDarwicheREwingCOnukiMKayTWHamiltonJA. Granulocyte Macrophage Colony-Stimulating Factor: A New Putative Therapeutic Target in Multiple Sclerosis. J Exp Med (2001) 194(7):873–82. 10.1084/jem.194.7.873 PMC219347611581310

[17] PonomarevEDShriverLPMareszKPedras-VasconcelosJVerthelyiDDittelBN. Gm-CSF Production by Autoreactive T Cells Is Required for the Activation of Microglial Cells and the Onset of Experimental Autoimmune Encephalomyelitis. J Immunol (2007) 178(1):39–48. 10.4049/jimmunol.178.1.39 17182538

[18] IferganIDavidsonTSKebirHXuDPalacios-MacapagalDCannJ. Targeting the GM-CSF Receptor for the Treatment of CNS Autoimmunity. J Autoimmun (2017) 84:1–11. 10.1016/j.jaut.2017.06.005 28641926PMC5647260

[19] ConstantinescuCSAsherAFryzeWKozubskiWWagnerFAramJ. Randomized Phase 1B Trial of MOR103, a Human Antibody to GM-CSF, in Multiple Sclerosis. Neurol Neuroimmunol Neuroinflamm (2015) 2(4):e117. 10.1212/NXI.0000000000000117 26185773PMC4442097

[20] BaldwinGCGassonJCKaufmanSEQuanSGWilliamsREAvalosBR. Nonhematopoietic Tumor Cells Express Functional GM-CSF Receptors. Blood (1989) 73(4):1033–7. 10.1182/blood.V73.4.1033.bloodjournal7341033 2537665

[21] DedharSGabouryLGallowayPEavesC. Human Granulocyte-Macrophage Colony-Stimulating Factor is a Growth Factor Active on a Variety of Cell Types of Nonhemopoietic Origin. Proc Natl Acad Sci USA (1988) 85(23):9253–7. 10.1073/pnas.85.23.9253 PMC2827173057504

[22] BussolinoFWangJMDefilippiPTurriniFSanavioFEdgellCJ. Granulocyte- and Granulocyte-Macrophage-Colony Stimulating Factors Induce Human Endothelial Cells to Migrate and Proliferate. Nature (1989) 337(6206):471–3. 10.1038/337471a0 2464767

[23] BussolinoFZicheMWangJMAlessiDMorbidelliLCremonaO. In Vitro and In Vivo Activation of Endothelial Cells by Colony-Stimulating Factors. J Clin Invest (1991) 87(3):986–95. 10.1172/JCI115107 PMC3298911705569

[24] RivasCIVeraJCDelgado-LopezFHeaneyMLGuaiquilVHZhangRH. Expression of Granulocyte-Macrophage Colony-Stimulating Factor Receptors in Human Prostate Cancer. Blood (1998) 91(3):1037–43. 10.1182/blood.V91.3.1037 9446667

[25] ImitolaJRasouliJWatanabeFMahajanKSharanADCiricB. Elevated Expression of Granulocyte-Macrophage Colony-Stimulating Factor Receptor in Multiple Sclerosis Lesions. J Neuroimmunol (2018) 317:45–54. 10.1016/j.jneuroim.2017.12.017 29290406PMC5935005

[26] El-BehiMCiricBDaiHYanYCullimoreMSafaviF. The Encephalitogenicity of T(H)17 Cells Is Dependent on IL-1- and IL-23-induced Production of the Cytokine GM-CSF. Nat Immunol (2011) 12(6):568–75. 10.1038/ni.2031 PMC311652121516111

[27] CodarriLGyulvesziGTosevskiVHesskeLFontanaAMagnenatL. Rorgammat Drives Production of the Cytokine GM-CSF in Helper T Cells, Which is Essential for the Effector Phase of Autoimmune Neuroinflammation. Nat Immunol (2011) 12(6):560–7. 10.1038/ni.2027 21516112

[28] RasouliJCasellaGYoshimuraSZhangWXiaoDGarifallouJ. A Distinct GM-CSF(+) T Helper Cell Subset Requires T-bet to Adopt a TH1 Phenotype and Promote Neuroinflammation. Sci Immunol (2020) 5(52). 10.1126/sciimmunol.aba9953 33097590

[29] RasouliJCiricBImitolaJGonnellaPHwangDMahajanK. Expression of GM-CSF in T Cells Is Increased in Multiple Sclerosis and Suppressed by IFN-beta Therapy. J Immunol (2015) 194(11):5085–93. 10.4049/jimmunol.1403243 PMC443379025917097

[30] HartmannFJKhademiMAramJAmmannSKockumIConstantinescuC. Multiple Sclerosis-Associated IL2RA Polymorphism Controls GM-CSF Production in Human TH Cells. Nat Commun (2014) 5:5056. 10.1038/ncomms6056 25278028

[31] GalliEHartmannFJSchreinerBIngelfingerFArvanitiEDieboldM. Gm-CSF and CXCR4 Define a T Helper Cell Signature in Multiple Sclerosis. Nat Med (2019) 25(8):1290–300. 10.1038/s41591-019-0521-4 PMC668946931332391

[32] NosterRRiedelRMashreghiMFRadbruchHHarmsLHaftmannC. Il-17 and GM-CSF Expression are Antagonistically Regulated by Human T Helper Cells. Sci Transl Med (2014) 6(241):241ra80. 10.1126/scitranslmed.3008706 24944195

[33] CasellaGGarzettiLGattaATFinardiAMaiorinoCRuffiniF. IL4 Induces IL6-Producing M2 Macrophages Associated to Inhibition of Neuroinflammation In Vitro and In Vivo. J Neuroinflamm (2016) 13(1):139. 10.1186/s12974-016-0596-5 PMC489590127266518

[34] ThomeRMooreJNMariERRasouliJHwangDYoshimuraS. Induction of Peripheral Tolerance in Ongoing Autoimmune Inflammation Requires Interleukin 27 Signaling in Dendritic Cells. Front Immunol (2017) 8:1392. 10.3389/fimmu.2017.01392 29163476PMC5663690

[35] SubramanianATamayoPMoothaVKMukherjeeSEbertBLGilletteMA. Gene Set Enrichment Analysis: A Knowledge-Based Approach for Interpreting Genome-Wide Expression Profiles. Proc Natl Acad Sci USA (2005) 102(43):15545–50. 10.1073/pnas.0506580102 PMC123989616199517

[36] LiberzonASubramanianAPinchbackRThorvaldsdottirHTamayoPMesirovJP. Molecular Signatures Database (MsigDB) 3.0. Bioinformatics (2011) 27(12):1739–40. 10.1093/bioinformatics/btr260 PMC310619821546393

[37] VillaniACSatijaRReynoldsGSarkizovaSShekharKFletcherJ. Single-Cell RNA-seq Reveals New Types of Human Blood Dendritic Cells, Monocytes, and Progenitors. Science (2017) 356(6335). 10.1126/science.aah4573 PMC577502928428369

[38] RodriguesPFAlberti-ServeraLEreminAGrajales-ReyesGEIvanekRTussiwandR. Distinct Progenitor Lineages Contribute to the Heterogeneity of Plasmacytoid Dendritic Cells. Nat Immunol (2018) 19(7):711–22. 10.1038/s41590-018-0136-9 PMC761434029925996

[39] IziksonLKleinRSCharoIFWeinerHLLusterAD. Resistance to Experimental Autoimmune Encephalomyelitis in Mice Lacking the CC Chemokine Receptor (CCR)2. J Exp Med (2000) 192(7):1075–80. 10.1084/jem.192.7.1075 PMC219331011015448

[40] BoringLGoslingJChensueSWKunkelSLFareseRVJrBroxmeyerHE. Impaired Monocyte Migration and Reduced Type 1 (Th1) Cytokine Responses in C-C Chemokine Receptor 2 Knockout Mice. J Clin Invest (1997) 100(10):2552–61. 10.1172/JCI119798 PMC5084569366570

[41] HondaKOhbaYYanaiHNegishiHMizutaniTTakaokaA. Spatiotemporal Regulation of MyD88-IRF-7 Signalling for Robust Type-I Interferon Induction. Nature (2005) 434(7036):1035–40. 10.1038/nature03547 15815647

[42] PerezOAYeungSTVera-LiconaPRomagnoliPASamjiTUralBB. CD169(+) Macrophages Orchestrate Innate Immune Responses by Regulating Bacterial Localization in the Spleen. Sci Immunol (2017) 2(16). 10.1126/sciimmunol.aah5520 PMC596999828986418

[43] SweeneyCMLonerganRBasdeoSAKinsellaKDunganLSHigginsSC. Il-27 Mediates the Response to IFN-beta Therapy in Multiple Sclerosis Patients by Inhibiting Th17 Cells. Brain Behav Immun (2011) 25(6):1170–81. 10.1016/j.bbi.2011.03.007 21420486

[44] DinarelloCA. Immunological and Inflammatory Functions of the Interleukin-1 Family. Annu Rev Immunol (2009) 27:519–50. 10.1146/annurev.immunol.021908.132612 19302047

[45] LevesqueSAPareAMailhotBBellver-LandeteVKebirHLecuyerMA. Myeloid Cell Transmigration Across the CNS Vasculature Triggers IL-1beta-Driven Neuroinflammation During Autoimmune Encephalomyelitis in Mice. J Exp Med (2016) 213(6):929–49. 10.1084/jem.20151437 PMC488636027139491

[46] JainAIrizarry-CaroRAMcDanielMMChawlaASCarrollKROvercastGR. T Cells Instruct Myeloid Cells to Produce Inflammasome-Independent IL-1beta and Cause Autoimmunity. Nat Immunol (2020) 21(1):65–74. 10.1038/s41590-019-0559-y 31848486PMC6927526

[47] FitzgeraldDCFonseca-KellyZCullimoreMLSafabakhshPSarisCJZhangGX. Independent and Interdependent Immunoregulatory Effects of IL-27, IFN-Beta, and IL-10 in the Suppression of Human Th17 Cells and Murine Experimental Autoimmune Encephalomyelitis. J Immunol (2013) 190(7):3225–34. 10.4049/jimmunol.1200141 PMC502761123455508

[48] GuoBChangEYChengG. The Type I IFN Induction Pathway Constrains Th17-mediated Autoimmune Inflammation in Mice. J Clin Invest (2008) 118(5):1680–90. 10.1172/JCI33342 PMC227639718382764

[49] AwasthiACarrierYPeronJPBettelliEKamanakaMFlavellRA. A Dominant Function for Interleukin 27 in Generating Interleukin 10-Producing Anti-Inflammatory T Cells. Nat Immunol (2007) 8(12):1380–9. 10.1038/ni1541 17994022

[50] FitzgeraldDCZhangGXEl-BehiMFonseca-KellyZLiHYuS. Suppression of Autoimmune Inflammation of the Central Nervous System by Interleukin 10 Secreted by Interleukin 27-Stimulated T Cells. Nat Immunol (2007) 8(12):1372–9. 10.1038/ni1540 17994023

[51] YoungALinehanEHamsEO’Hara HallACMcClurgAJohnstonJA. Cutting Edge: Suppression of GM-CSF Expression in Murine and Human T Cells by IL-27. J Immunol (2012) 189(5):2079–83. 10.4049/jimmunol.1200131 PMC342438422837488

[52] GiladiAWagnerLKLiHDorrDMedagliaCPaulF. Cxcl10(+) Monocytes Define a Pathogenic Subset in the Central Nervous System During Autoimmune Neuroinflammation. Nat Immunol (2020) 21(5):525–34. 10.1038/s41590-020-0661-1 32313246

[53] AliSMann-NuttelRSchulzeARichterLAlferinkJScheuS. Sources of Type I Interferons in Infectious Immunity: Plasmacytoid Dendritic Cells Not Always in the Driver’s Seat. Front Immunol (2019) 10:778. 10.3389/fimmu.2019.00778 31031767PMC6473462

[54] McNabFMayer-BarberKSherAWackAO’GarraA. Type I Interferons in Infectious Disease. Nat Rev Immunol (2015) 15(2):87–103. 10.1038/nri3787 25614319PMC7162685

[55] XuRHWongEBRubioDRoscoeFMaXNairS. Sequential Activation of Two Pathogen-Sensing Pathways Required for Type I Interferon Expression and Resistance to an Acute Dna Virus Infection. Immunity (2015) 43(6):1148–59. 10.1016/j.immuni.2015.11.015 PMC468490326682986

[56] KocurMSchneiderRPulmAKBauerJKroppSGliemM. Ifnbeta Secreted by Microglia Mediates Clearance of Myelin Debris in CNS Autoimmunity. Acta Neuropathol Commun (2015) 3:20. 10.1186/s40478-015-0192-4 25853624PMC4383054

[57] Bailey-BucktroutSLCaulkinsSCGoingsGFischerJADzionekAMillerSD. Cutting Edge: Central Nervous System Plasmacytoid Dendritic Cells Regulate the Severity of Relapsing Experimental Autoimmune Encephalomyelitis. J Immunol (2008) 180(10):6457–61. 10.4049/jimmunol.180.10.6457 PMC284624418453561

[58] DuraesFVLippensCSteinbachKDubrotJBrighouseDBendriss-VermareN. pDC Therapy Induces Recovery From EAE by Recruiting Endogenous pDC to Sites of CNS Inflammation. J Autoimmun (2016) 67:8–18. 10.1016/j.jaut.2015.08.014 26341385PMC4758828

[59] NgCTOldstoneMB. Infected CD8alpha- Dendritic Cells are the Predominant Source of IL-10 During Establishment of Persistent Viral Infection. Proc Natl Acad Sci USA (2012) 109(35):14116–21. 10.1073/pnas.1211910109 PMC343518022893686

[60] McNabFWEwbankJHowesAMoreira-TeixeiraLMartirosyanAGhilardiN. Type I IFN Induces IL-10 Production in an IL-27-Independent Manner and Blocks Responsiveness to IFN-gamma for Production of IL-12 and Bacterial Killing in Mycobacterium Tuberculosis-Infected Macrophages. J Immunol (2014) 193(7):3600–12. 10.4049/jimmunol.1401088 PMC417067325187652

[61] VeldhoenMHockingRJAtkinsCJLocksleyRMStockingerB. Tgfbeta in the Context of an Inflammatory Cytokine Milieu Supports De Novo Differentiation of IL-17-Producing T Cells. Immunity (2006) 24(2):179–89. 10.1016/j.immuni.2006.01.001 16473830

[62] GuardaGBraunMStaehliFTardivelAMattmannCForsterI. Type I Interferon Inhibits Interleukin-1 Production and Inflammasome Activation. Immunity (2011) 34(2):213–23. 10.1016/j.immuni.2011.02.006 21349431

[63] KassiotisGPasparakisMKolliasGProbertL. TNF Accelerates the Onset But Does Not Alter the Incidence and Severity of Myelin Basic Protein-Induced Experimental Autoimmune Encephalomyelitis. Eur J Immunol (1999) 29(3):774–80. 10.1002/(SICI)1521-4141(199903)29:03<774::AID-IMMU774>3.0.CO;2-T 10092079

[64] SchiffenbauerJStreitWJButfiloskiELaBowMEdwardsC3rdMoldawerLL. The Induction of EAE is Only Partially Dependent on TNF Receptor Signaling But Requires the IL-1 Type I Receptor. Clin Immunol (2000) 95(2):117–23. 10.1006/clim.2000.4851 10779405

[65] KruglovAALampropoulouVFillatreauSNedospasovSA. Pathogenic and Protective Functions of TNF in Neuroinflammation are Defined by Its Expression in T Lymphocytes and Myeloid Cells. J Immunol (2011) 187(11):5660–70. 10.4049/jimmunol.1100663 22058414

[66] SabelkoKAKellyKANahmMHCrossAHRussellJH. Fas and Fas Ligand Enhance the Pathogenesis of Experimental Allergic Encephalomyelitis, But Are Not Essential for Immune Privilege in the Central Nervous System. J Immunol (1997) 159(7):3096–9. 9317103

[67] WaldnerHSobelRAHowardEKuchrooVK. Fas- and FasL-deficient Mice are Resistant to Induction of Autoimmune Encephalomyelitis. J Immunol (1997) 159(7):3100–3. 9317104

[68] VeldhoenMHockingRJFlavellRAStockingerB. Signals Mediated by Transforming Growth Factor-Beta Initiate Autoimmune Encephalomyelitis, But Chronic Inflammation Is Needed to Sustain Disease. Nat Immunol (2006) 7(11):1151–6. 10.1038/ni1391 16998492

[69] SchreinerBMitsdoerfferMKieseierBCChenLHartungHPWellerM. Interferon-Beta Enhances Monocyte and Dendritic Cell Expression of B7-H1 (Pd-L1), a Strong Inhibitor of Autologous T-Cell Activation: Relevance for the Immune Modulatory Effect in Multiple Sclerosis. J Neuroimmunol (2004) 155(1-2):172–82. 10.1016/j.jneuroim.2004.06.013 15342209

[70] WiesemannEDebMTrebstCHemmerBStangelMWindhagenA. Effects of Interferon-Beta on Co-Signaling Molecules: Upregulation of CD40, CD86 and PD-L2 on Monocytes in Relation to Clinical Response to Interferon-Beta Treatment in Patients With Multiple Sclerosis. Mult Scler (2008) 14(2):166–76. 10.1177/1352458507081342 17942524

[71] FengXBaoRLiLDeisenhammerFArnasonBGWRederAT. Interferon-Beta Corrects Massive Gene Dysregulation in Multiple Sclerosis: Short-term and Long-Term Effects on Immune Regulation and Neuroprotection. EBioMedicine (2019) 49:269–83. 10.1016/j.ebiom.2019.09.059 PMC694528231648992

[72] HarariDKuhnNAbramovichRSassonKZozulyaALSmithP. Enhanced In Vivo Efficacy of a Type I Interferon Superagonist With Extended Plasma Half-Life in a Mouse Model of Multiple Sclerosis. J Biol Chem (2014) 289(42):29014–29. 10.1074/jbc.M114.602474 PMC420025725193661

# Supplementary material for: IFN-β Acts on Monocytes to Ameliorate CNS Autoimmunity by Inhibiting Proinflammatory Cross-Talk Between Monocytes and Th Cells
**Source:** Front Immunol. 2021 Jun 4;12:679498. doi: 10.3389/fimmu.2021.679498
**Supplement:** Supplementary file 1

**IFN- $\beta$  acts on monocytes to ameliorate CNS autoimmunity by inhibiting proinflammatory cross-talk between monocytes and Th cells**

Javad Rasouli<sup>1</sup>, Giacomo Casella<sup>1</sup>, Larissa L. W. Ishikawa<sup>1</sup>, Rodolfo Thome<sup>1</sup>, Alexandra Boehm<sup>1</sup>, Adam Ertel<sup>3</sup>, Carolina R. Melo-Silva<sup>2</sup>, Elisabeth R. Mari<sup>1</sup>, Patrizia Porazzi<sup>3</sup>, Weifeng Zhang<sup>1</sup>, Dan Xiao<sup>1</sup>, Luis J. Sigal<sup>2</sup>, Paolo Fortina<sup>3,4</sup>, Guang-Xian Zhang<sup>1</sup>, Abdolmohamad Rostami<sup>1</sup>, Bogoljub Ciric<sup>1\*</sup>.

## SUPPLEMENTARY FIGURES:

**Supplementary Figure 1**

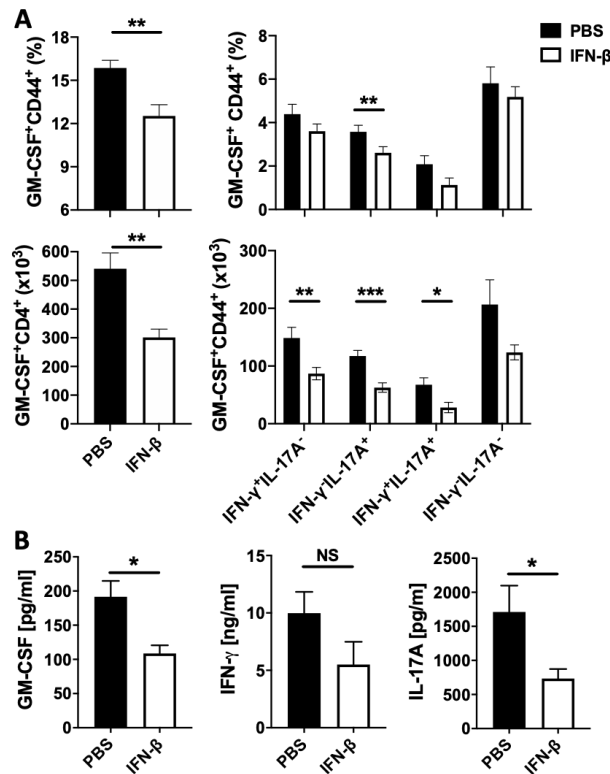

**Supplementary Figure 1. rIFN-β decreases the numbers of GM-CSF-producing Th cells in the spleen of mice with EAE.** Mice (n=10 per group) were immunized for EAE induction, treated daily with PBS or rIFN-β, sacrificed at day 8 p.i., and CD4<sup>+</sup> T cells from spleen analyzed by flow cytometry. **A)** Proportions and total numbers of GM-CSF<sup>+</sup>, GM-CSF<sup>+</sup>IFN-γ<sup>+</sup>, and GM-CSF<sup>+</sup>IL-17A<sup>+</sup> CD4<sup>+</sup> T cells. **B)** Splenocytes were activated with MOG<sub>35-55</sub> for 72 h. GM-CSF, IFN-γ, and IL-17A concentrations in cell culture supernatants were measured by ELISA. These experiments were conducted two times with similar outcomes. Data shown are mean ± SEM. P-values were calculated using unpaired Student's *t*-test; \* *p* < 0.05, \*\* *p* < 0.01, NS: not significant.

**Supplementary Figure 2**

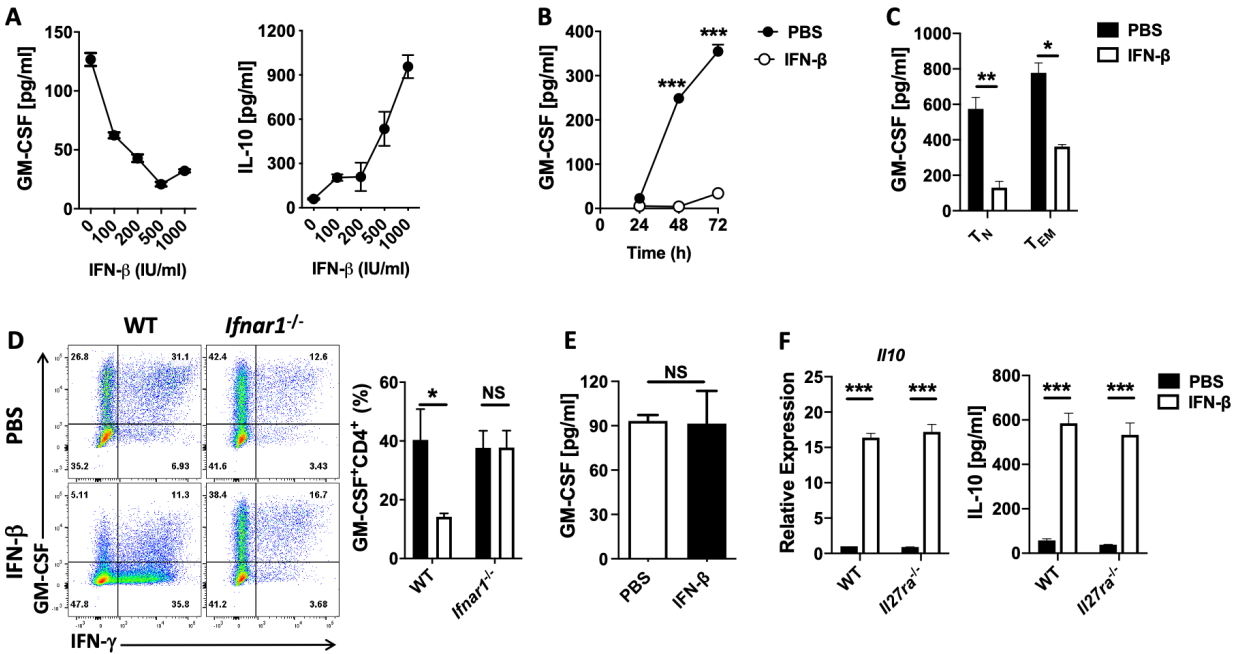

**Supplementary Figure 2. rIFN-β acts on antigen presenting cells to suppress GM-CSF production by Th cells.** **A)** Naïve CD4<sup>+</sup> T cells were co-cultured with APCs and activated with anti-CD3/28 Abs in different concentrations of rIFN-β for 72 h. GM-CSF and IL-10 concentrations in cell culture supernatants were measured by ELISA. **B)** Naïve CD4<sup>+</sup> T cells were co-cultured with APCs, activated with anti-CD3/28 Abs, with or without addition of rIFN-β (1000 IU/ml) in culturing media. GM-CSF concentrations in cell culture supernatants were measured by ELISA at different time points. **C)** Naïve (T<sub>N</sub>) or effector/memory (T<sub>EM</sub>) CD4<sup>+</sup> T cells were co-cultured with APCs, activated with anti-CD3/28 Abs, with or without addition of rIFN-β into culturing media. GM-CSF concentrations in cell culture supernatants were measured by ELISA after 72 h of culturing. **D)** WT and *Ifnar1*<sup>-/-</sup> naïve CD4<sup>+</sup> T cells were co-cultured with WT and *Ifnar1*<sup>-/-</sup> APCs, respectively, and activated for 72 h with anti-CD3/28 Abs, with or without addition of rIFN-β into culturing media. Representative flow cytometry dot plots showing GM-CSF and IFN-γ expression by WT and *Ifnar1*<sup>-/-</sup> CD4<sup>+</sup> T cells, and proportions (%) of GM-CSF<sup>+</sup> CD4<sup>+</sup> T cells. **E)** CD4<sup>+</sup> T cells were isolated from spleen of WT mice and cultured with anti-CD3/28 Abs, with or without addition of rIFN-β into culturing media. GM-CSF concentrations in cell culture supernatants were measured by ELISA after 72 h of culturing. **F)** BM cells from WT and *Il27ra*<sup>-/-</sup> mice were differentiated into macrophages and either treated or not with rIFN-β for 24 h; RNA was extracted, and IL-10 expression quantified using RT-PCR. IL-10 concentrations in cell culture supernatants were measured by ELISA. These experiments were conducted three times with similar outcomes. Data shown are mean ± SEM.

P-values were calculated using unpaired Student's *t*-test; \*  $p < 0.05$ , \*\*  $p < 0.01$ , \*\*\*  $p < 0.001$ , NS: not significant.

### Supplementary Figure 3

**A**

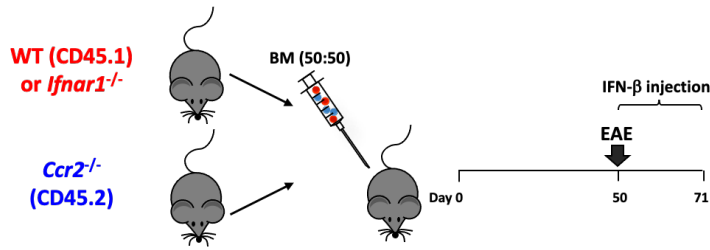

**B**

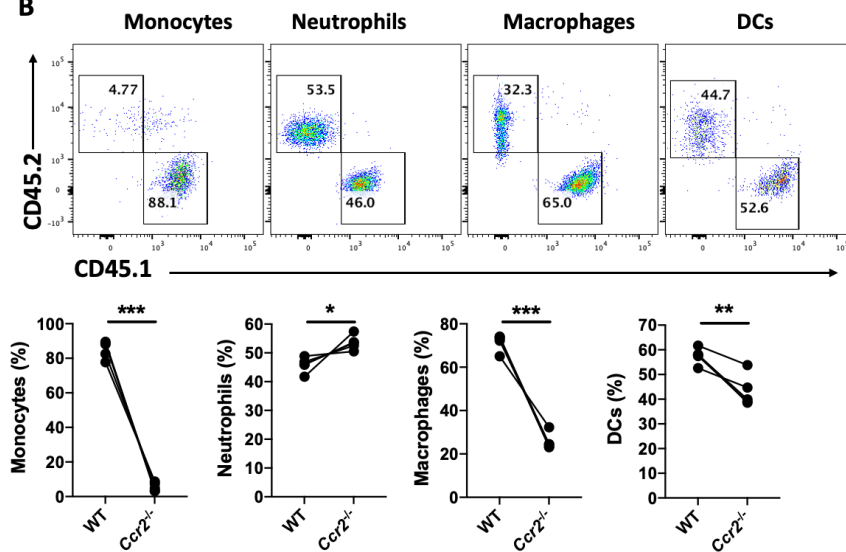

**Supplementary Figure 3. *Ccr2*<sup>-/-</sup> monocytes fail to migrate to the periphery in mixed BM chimera mice. A)** Schematic showing generation of mixed BM chimera mice with WT (CD45.1) or *Ifnar1*<sup>-/-</sup> BM mixed with *Ccr2*<sup>-/-</sup> (CD45.2) BM in a 1:1 ratio and injected into irradiated WT mice. Recipients were immunized for EAE induction after seven weeks of reconstitution and injected with rIFN-β daily. **B)** After seven weeks of reconstitution, populations of APCs from blood of chimeric mice were analyzed by flow cytometry. Representative flow cytometry dot plots showing distribution of WT (CD45.1) and *Ccr2*<sup>-/-</sup> (CD45.2) cells among different populations of APCs. Proportions (%) of WT (CD45.1) and *Ccr2*<sup>-/-</sup> (CD45.2) cells among different populations of APCs. P-values were calculated using paired Student's *t*-test in; \*\*\* *p* < 0.001, \*\* *p* < 0.01, \* *p* < 0.05.

**Supplementary Figure 4**

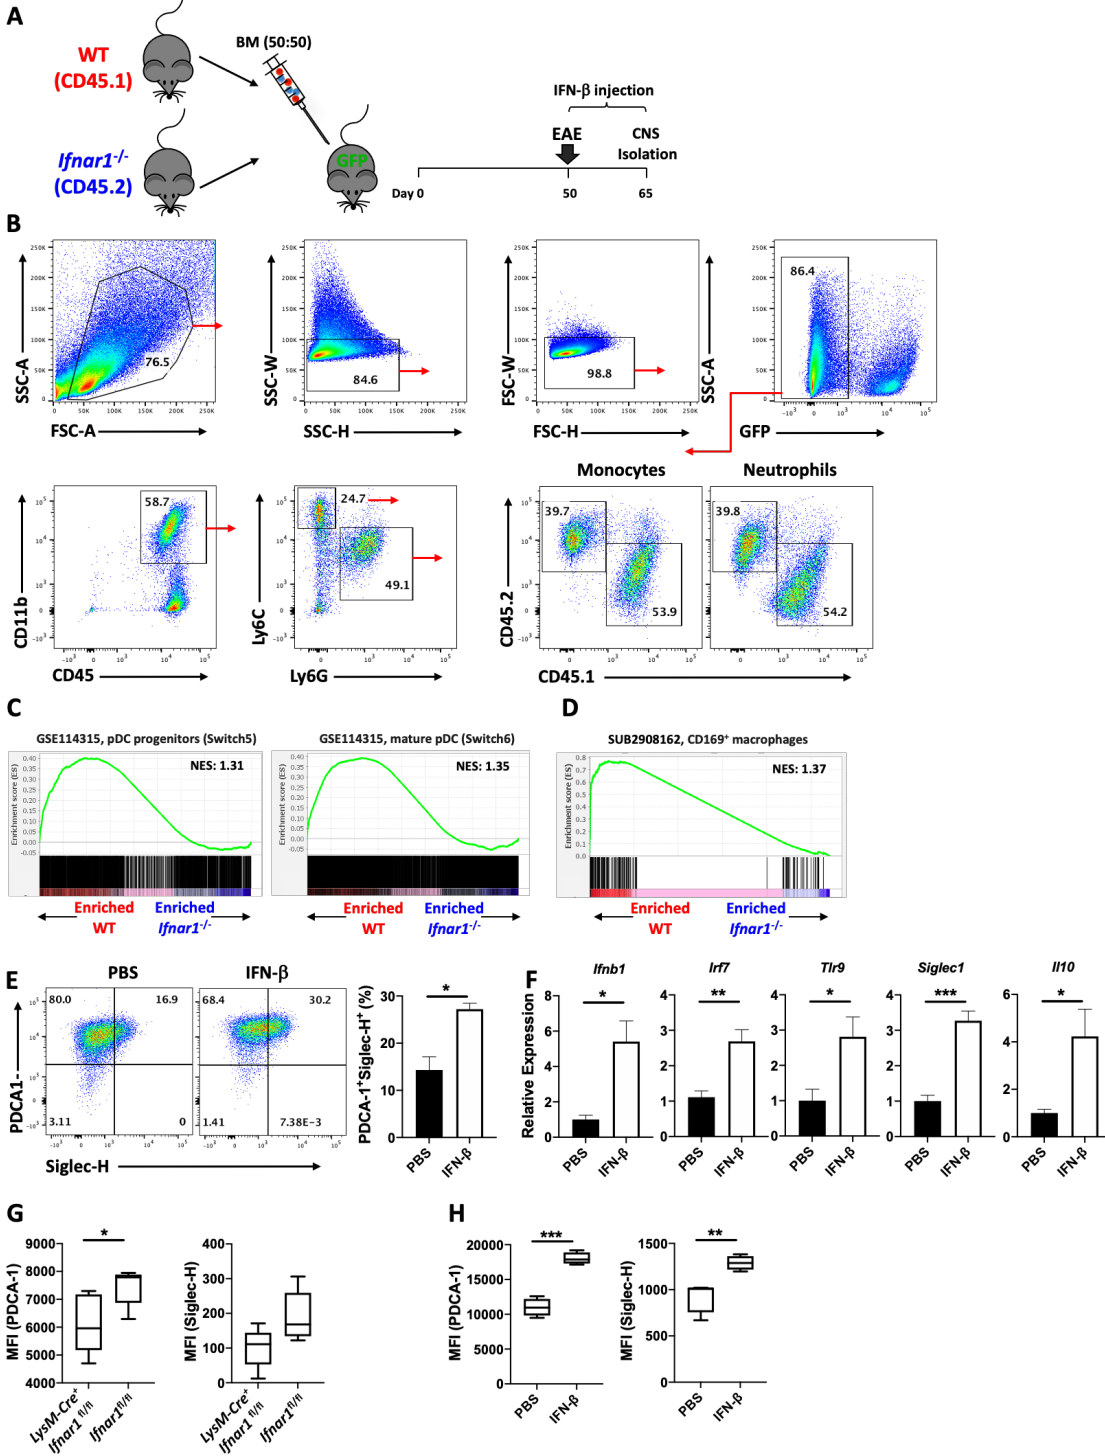

**Supplementary Figure 4. rIFN- $\beta$  increases type-I IFN expressing genes in monocytes from the CNS. A)** Schematic showing experimental design with mixed BM chimera mice generated with BM from WT (CD45.1) and *Ifnar1*<sup>-/-</sup> (CD45.2) mice injected into lethally irradiated GFP<sup>+</sup> recipient mice. GFP<sup>+</sup> recipients were immunized for EAE induction after seven weeks of

reconstitution. Mice were sacrificed at disease peak and RNA from CNS monocytes was extracted and analyzed by RNA-seq. **B)** Gating strategies for sorting monocytes (GFP<sup>-</sup> CD45<sup>hi</sup>CD11b<sup>+</sup>Ly6C<sup>hi</sup>Ly6G<sup>-</sup>) in A). **C)** GSEA enrichment plots of rIFN- $\beta$ -treated WT monocytes showing upregulated pDC progenitor and mature pDCs (GEO accession no. GSE114315) genes, and **D)** CD169<sup>+</sup> macrophage (SRA#SUB2908162) genes. **E)** WT mice were immunized for EAE induction, CNS mononuclear cells isolated at day 15 p.i. and activated for 24 h with MOG<sub>35-55</sub>, with or without addition of rIFN- $\beta$  into culturing media. 

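In an enrichment plot of this kind, all genes are ordered by how strongly their normalized counts differ between WT and *Ifnar1*-/- monocytes relative to the spread within each group, which is the signal-to-noise metric of GSEA. A running score then moves down the ordered genes, rising at each gene of the list and falling at every other gene. A peak near the WT end means that genes of the list gather among those higher in WT monocytes. The normalized enrichment score scales the peak by the scores of permuted data, so that lists of different sizes can be set side by side. All libraries in this comparison came from rIFN-β-treated mice.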

Representative flow cytometry dot plots showing staining of monocytes for PDCA-1 and Siglec-H, and their proportions (%). **F)** Monocytes from E) were FACS sorted and RNA extracted for gene expression analysis by RT-PCR. **G)** CNS monocytes from rIFN- $\beta$ -treated *Ifnar1<sup>fl/fl</sup>* and LysM-Cre<sup>+</sup>*Ifnar1<sup>fl/fl</sup>* mice with EAE were analyzed by flow cytometry. MFI (mean fluorescent intensity) of staining for PDCA-1 and Siglec-H. **H)** MFI of monocyte staining for PDCA-1 and Siglec-H treated with rIFN- $\beta$  in E). Box plots showing interquartile range (IQR), with horizontal line denoting median. P-values were calculated using unpaired Student's *t*-test in; \*\*\* *p* < 0.05, \*\* *p* < 0.01, \*\*\* *p* < 0.001.

**Supplementary Figure 5**

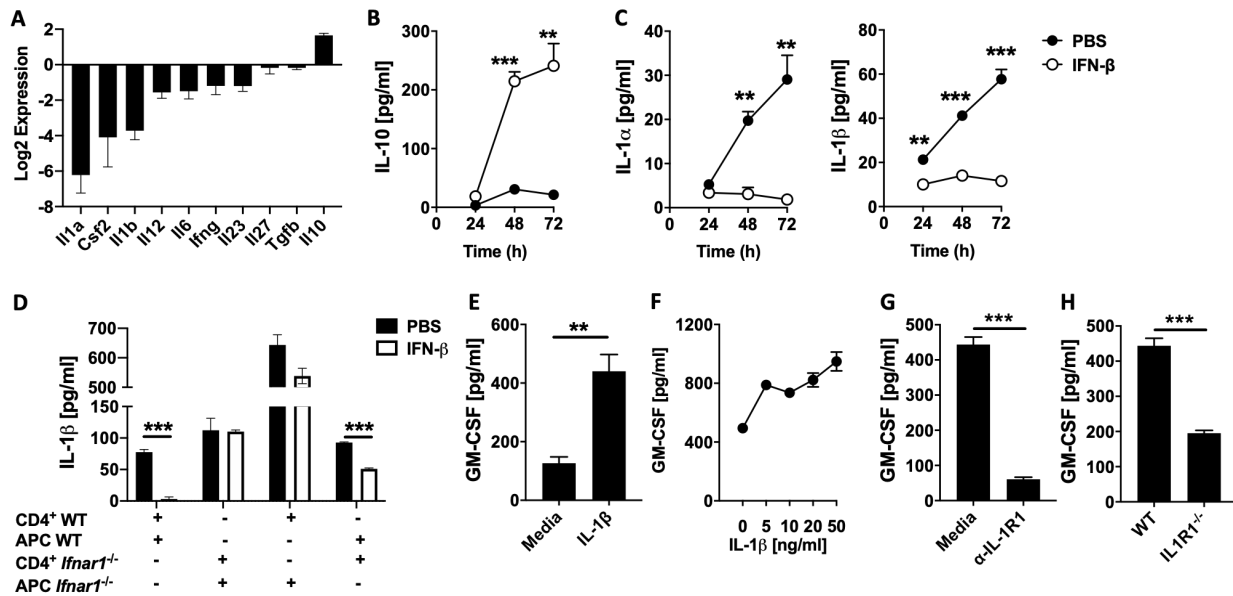

**Supplementary Figure 5. rIFN-β suppresses IL-1β production by APCs.** Naïve CD4<sup>+</sup> T cells were co-cultured with APCs, activated with anti-CD3/28 Abs, with or without addition of rIFN-β in culturing media. **A)** RNA was extracted after 72 h of culturing and gene expression was quantified using RT-PCR. **B)** IL-10 and **C)** IL-1α and IL-1β concentrations in cell culture supernatants were measured by ELISA at different time points of culturing. **D)** WT or *Ifnar1*<sup>-/-</sup> naïve CD4<sup>+</sup> T cells were co-cultured with WT or *Ifnar1*<sup>-/-</sup> APCs, activated with anti-CD3/28 Abs, with or without addition of rIFN-β into culturing media. IL-1β concentrations in cell culture supernatants were measured by ELISA after three days of culturing. **E-G)** Naïve CD4<sup>+</sup> T cells were co-cultured with APCs and activated for 72 h with anti-CD3/28 Abs. GM-CSF concentrations were measured in cell culture supernatants by ELISA. **E)** with or without addition of IL-1β (20 ng/ml); **F)** in several concentrations of IL-1β; **G)** with addition of anti-IL-1R1 Ab in culturing media. **H)** WT and *Il1r1*<sup>-/-</sup> naïve CD4<sup>+</sup> T cells were co-cultured with WT and *Il1r1*<sup>-/-</sup> APCs and activated with anti-CD3-28 Abs. GM-CSF concentrations in cell culture supernatants were measured by ELISA after 72 h of culturing. Data shown are mean ± SEM. Experiments were conducted at least three time with similar outcomes. For EAE, p-values were calculated using unpaired Student's *t*-test; \*\* *p* < 0.01, \*\*\* *p* < 0.001.

**Supplementary Figure 6**

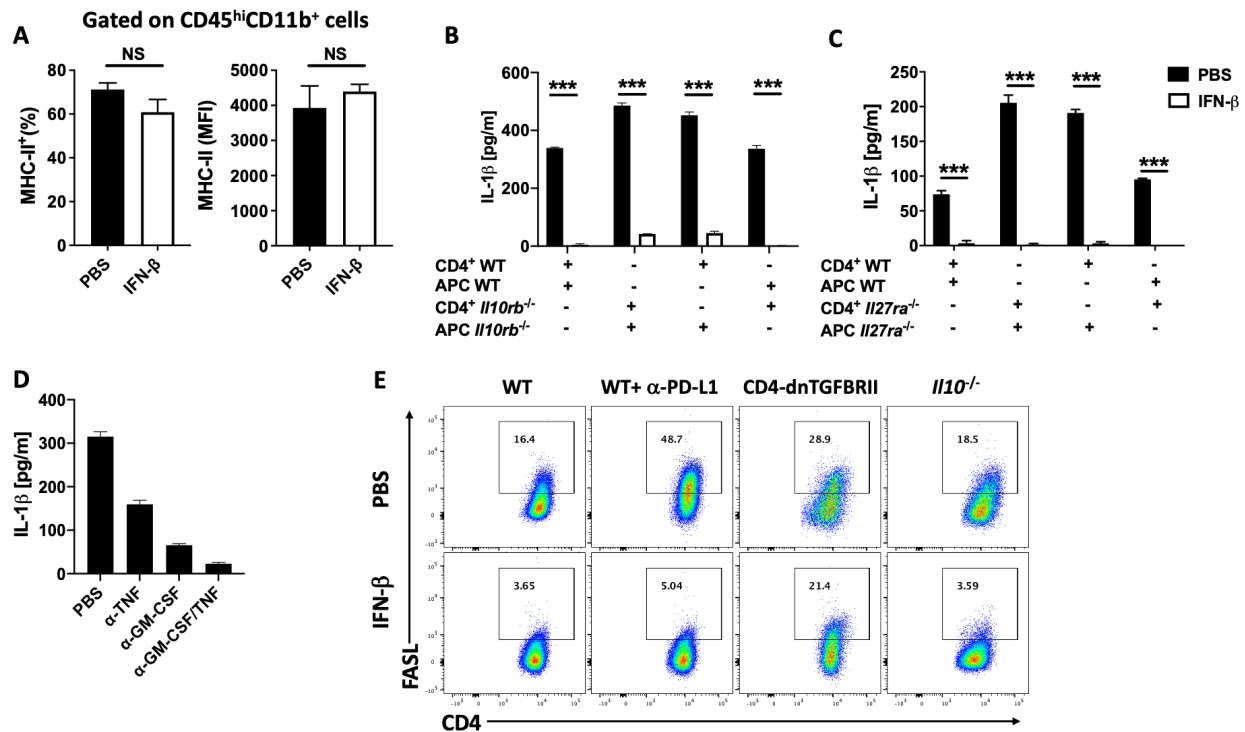

**Supplementary Figure 6. rIFN-β suppresses IL-1β production by myeloid cells independently of IL-10 and IL-27 signaling.** **A)** WT mice were immunized for EAE induction and treated daily with PBS or rIFN-β. Mice were sacrificed at day 15 p.i. and CD11b<sup>+</sup> cells from the CNS analyzed by flow cytometry for MHC-II expression. Proportions (%) and levels (MFI) of MHC-II expression by myeloid cells are shown. **B)** WT or *Il10rb*<sup>-/-</sup> naïve CD4<sup>+</sup> T cells were co-cultured with WT or *Il10rb*<sup>-/-</sup> CD11b<sup>+</sup> cells, activated with anti-CD3/28 Abs, with or without addition of rIFN-β into culturing media for 72 h. IL-1β concentrations in cell culture supernatants were measured by ELISA. **C)** WT or *Il27ra*<sup>-/-</sup> naïve CD4<sup>+</sup> T cells were co-cultured with WT or *Il27ra*<sup>-/-</sup> CD11b<sup>+</sup> cells, activated with anti-CD3/28 Abs, with or without addition of rIFN-β into culturing media. IL-1β concentrations in cell culture supernatants were measured by ELISA. **D)** Naïve CD4<sup>+</sup> T cells were co-cultured with CD11b<sup>+</sup> cells, and activated with anti-CD3/28 Abs, with or without addition of anti-TNF and anti-GM-CSF Abs into culturing media. IL-1β concentrations in cell culture supernatants were measured by ELISA. **E)** Splenic WT naïve CD4<sup>+</sup> T cells were co-cultured with WT CD11b<sup>+</sup> cells with or without addition of anti-PD-L1 Ab; CD4-dnTGFBRII and *Il10*<sup>-/-</sup> naïve CD4<sup>+</sup> T cells were co-cultured with WT and *Il10*<sup>-/-</sup> CD11b<sup>+</sup> cells, respectively. Cells were activated with anti-CD3/28 Abs, with or without addition of rIFN-β into culturing media for 72 h. Representative flow cytometry dot plots showing staining of Th cells for FASL are shown. These

experiments were conducted at least two times with similar outcomes. Data shown are mean  $\pm$  SEM. P-values were calculated using unpaired Student's *t*-test; \*\*\*  $p < 0.001$ , NS: not significant.

Supplementary Figure 7

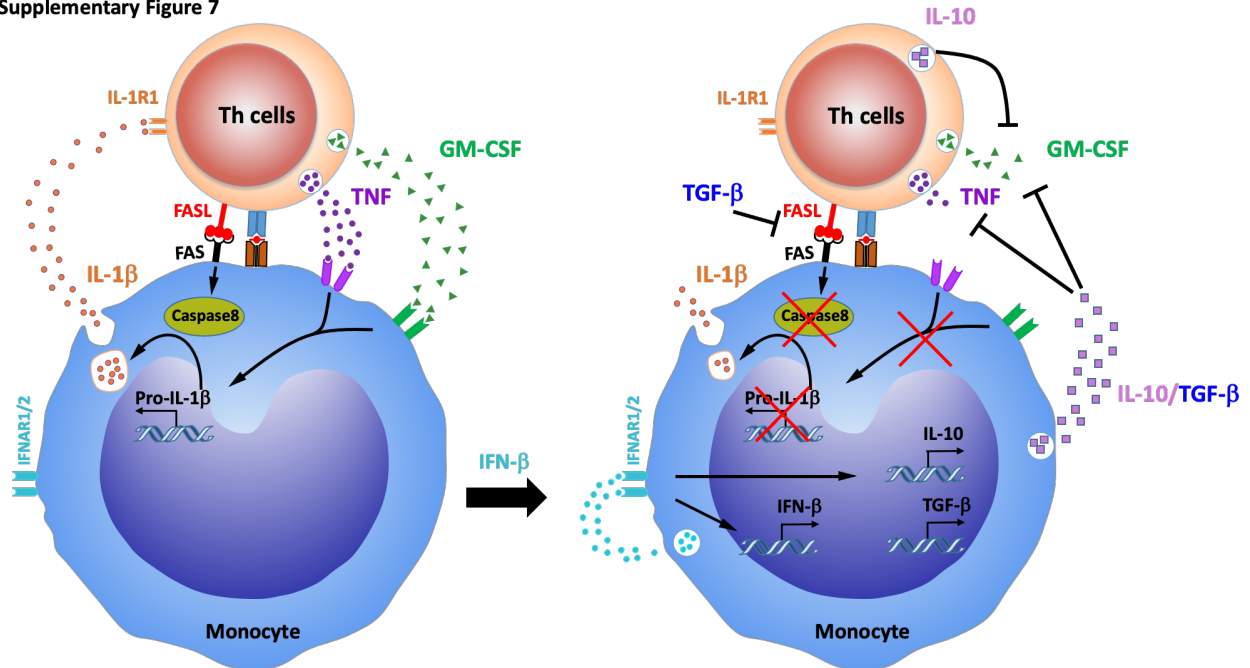

**Supplementary Figure 7. rIFN- $\beta$  acts on monocytes to disrupt the positive feedback loop between monocytes and Th cells.** Encephalitogenic Th cells express GM-CSF, TNF, and FASL that induce IL-1 $\beta$  production by monocytes in a caspase 8-dependent manner. rIFN- $\beta$  suppresses CNS inflammation by acting on monocytes to induce an anti-inflammatory phenotype in them. These monocytes ameliorate CNS inflammation by producing IL-10 and likely TGF- $\beta$  that suppress the encephalitogenic features of Th cells, namely their GM-CSF, TNF, and FASL expression, resulting in inhibition of a proinflammatory feedback loop between Th cells and APCs.

**Table S1. Anti-mouse flow cytometry Abs.**

| <b>Antigen</b>   | <b>Fluorochrome</b>  | <b>Clone</b> | <b>Supplier</b> | <b>Category</b> |
|------------------|----------------------|--------------|-----------------|-----------------|
| CD4              | Brilliant Violet 785 | RM4-5        | Biolegend       | Surface         |
| CD4              | Brilliant Violet 711 | RM4-5        | Biolegend       | Surface         |
| CD4              | FITC                 | RM4-5        | BD Biosciences  | Surface         |
| CD8a             | PerCP/Cy5.5          | 53-6.7       | BD Biosciences  | Surface         |
| CD3              | DAPI                 | IM7          | Biolegend       | Surface         |
| CD45             | DAPI                 | 30-F11       | Biolegend       | Surface         |
| CD45.1           | PE-CF594             | A20          | BD Biosciences  | Surface         |
| CD45.2           | Brilliant Violet 650 | 104          | Biolegend       | Surface         |
| CD19             | APC                  | 1D3          | BD Biosciences  | Surface         |
| CD11b            | FITC                 | M1/70        | Biolegend       | Surface         |
| CD11c            | Brilliant Violet 711 | N418         | Biolegend       | Surface         |
| CD11c            | PE/Cy5               | N418         | Biolegend       | Surface         |
| Ly6C             | PE                   | HK1.4        | Biolegend       | Surface         |
| Ly6C             | Brilliant Violet 421 | HK1.4        | Biolegend       | Surface         |
| CCR2             | Brilliant Violet 605 | SA203G11     | Biolegend       | Surface         |
| Ly6G             | APC-Cy7              | 1A8          | Biolegend       | Surface         |
| Ly6G             | Brilliant Violet 711 | 1A8          | Biolegend       | Surface         |
| MHC-II           | FITC                 | 2G9          | BD Biosciences  | Surface         |
| MHC-II           | Brilliant Violet 785 | M5/114.15-2  | Biolegend       | Surface         |
| CD26             | FITC                 | H194-112     | Biolegend       | Surface         |
| FASL             | PE                   | MFL3         | Biolegend       | Surface         |
| PDCA-1           | Brilliant Violet 650 | 927          | Biolegend       | Surface         |
| Siglec-H         | PerCP/Cy5.5          | 551          | Biolegend       | Surface         |
| GM-CSF           | PE                   | MP1-22E9     | Biolegend       | Intracellular   |
| GM-CSF           | PE-Cy7               | MP1-22E9     | Biolegend       | Intracellular   |
| IL-17A           | PE-Cy7               | TC11-18H10.1 | Biolegend       | Intracellular   |
| IL-17A           | Brilliant Violet 510 | TC11-18H10.1 | Biolegend       | Intracellular   |
| IFN- $\gamma$    | APC                  | XMG1.2       | Biolegend       | Intracellular   |
| IFN- $\gamma$    | APC-Cy7              | XMG1.2       | Biolegend       | Intracellular   |
| IL-10            | Brilliant Violet 605 | JES5-16E3    | Biolegend       | Intracellular   |
| TNF              | FITC                 | MP6-XT22     | BD Biosciences  | Intracellular   |
| Pro-IL-1 $\beta$ | APC                  | NJTEN3       | eBiosciences    | Intracellular   |

How the deposited data were processed for this re-analysis (not part of the article)

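RNA-seq of CNS monocytes (CD45 hiCD11b+Ly6C hiLy6G-) from rIFN-β-treated mixed BM chimera mice was re-analyzed from the deposited gene-level files. There were 3 WT libraries and 3 *Ifnar1*-/- libraries, grouped by the deposited sample labels and the paper's Figure 4. The authors prepared libraries from 100 ng of total RNA, mapped paired-end reads of 75 bp to GRCm38, and used RSEM to obtain an expected count, TPM, and FPKM for each of 54232 genes. The authors' expected counts are estimated, so they need not be whole numbers, and they are not normalized. The deposited TPM values are scaled by the authors to the same total in each library, and no result is taken from them. The deposited labels and the paper's methods name different library kits. The paper gives 7 weeks between BM transfer and immunization in its results and 6 to 7 weeks in its methods.

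Expected counts were rounded to whole numbers. Gene names, positions, and types came from GENCODE M21, which matched 54165 of the 54232 gene identifiers and left 67 without a match. Totals ranged from 4531782 to 7321380 expected counts per WT library and from 5442568 to 6916101 per *Ifnar1*-/- library, of which protein-coding genes took 3314141 to 5437672 and 3726783 to 4526994. A fold change against a group with at most 3 counts in every library is given as a lower bound. Intervals and floors of this kind cover counting error only.

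WT was compared with *Ifnar1*-/- monocytes with edgeR 4.0.16 in R 4.3.3 (TMM normalization, the filterByExpr filter with its minimum count of 10, and the quasi-likelihood test with Benjamini-Hochberg adjustment), without a block. Of 21265 genes with any count, 11254 were tested. Differential expression was an adjusted p of at most 0.05 and a fold change of at least 1.5. Normalized CPM are counts scaled to the TMM-adjusted library size. Exact permutation tests of single genes were two-sided, on the log2 scale of normalized CPM plus 0.5, and with 3 libraries against 3 they cannot give a p below 0.1. Gene sets were tested with camera in limma 3.58.1 at an inter-gene correlation of 0.01, with adjustment over 4 sets. The genes of the Figure 4D heatmap were read by eye.

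The genes named in the text are those that the paper names, those of Figure 4D, and the 5 genes with the smallest p-value in each direction among differentially expressed genes changed in the same direction in all 3 same-numbered pairs. Genes near *Ptprc* or *Ifnar1*, and the marker and ribosomal protein genes, were named after their values were seen. The mapping of samples, the tests, the gene sets, and most alternatives were fixed before the data were examined. These alternatives were DESeq2 1.42.0 (the tool of the paper's methods), RLE normalization, no filter on low counts, at least 10 counts in every library, limma-voom, removal of mitochondrial and ribosomal RNA genes, an adjusted p alone, the fry set test, a replicate block, the block with DESeq2, and leaving out each library. Offsets for GC content and gene length, with and without the block, were added after seeing the data. The pairing for the block comes from the replicate numbers in the deposited labels. The legend of Figure 4 gives 3 recipient mice with marrow of both genotypes and 3 samples per group, so by that legend the groups share mice. The paper's text does not state whether same-numbered libraries came from the same mouse.

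The test was checked on simulated counts with the means and library sizes of the 11254 genes. Of these, 11078 passed the filter, and 198 of the genes tested had been given a known change. The edgeR test recovered 91% of genes changed 4-fold and 54.1% of genes changed 2-fold, 4.64% of its calls were false, and 0 had the wrong direction. With no gene changed it made 0 calls. Simulated genes were drawn independently, without a bias of length or GC content and without shared mice. The rates may therefore be better than in the data.

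The GSEA scores of the paper were not recomputed, since the complete gene lists were not used here. Results of the paper from flow cytometry, ELISA, RT-PCR, and clinical scoring were not analysed here. Results for some single genes are not reported here.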

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

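The test of the regions without interferon-stimulated genes and the tests of regional gene density along the genome, low counts, marker genes, ribosomal protein genes, sample labels, and reads from WT cells were chosen only after the result was seen, whereas the test of the regions around *Ptprc* and *Ifnar1* was set before the data were examined.

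Genes near *Ptprc* were differentially expressed more often than genes elsewhere, in a region that the paper does not discuss. *Ptprc* (chromosome 1, 138062861 to 138175708) encodes CD45, and the WT donors carried the CD45.1 variant and the *Ifnar1*-/- donors the CD45.2 variant. Within 20 Mb of it, 10 of 164 tested genes (6.10%) were differentially expressed, against 2.07% of all other tested genes (two-sided Fisher's exact test, p = 0.00269). These included *Ctse*, *Chil1*, *Mybph*, *Nav1*, *Gm38399*, *Tor1aip1*, and *Tor3a*, which were higher in WT, and *Dbi* and *Ppfia4*, which were lower. *Nav1* and *Gm38399* overlap on the same strand, so their reads could have been divided between them, and they may count as a single signal among the 10. *Mybph* was at least 5.15-fold higher in WT. With the replicate number as a block, 10 genes were called in this region as well (Fisher's exact test, p = 0.00142), with GC and length offsets 9 were called (p = 0.00505), and over all 16 alternatives p ranged from 0.000136 to 0.0357. Around *Ifnar1*, 5 of 68 tested genes were called, *Mx1*, *Mx2*, *Gart*, *Usp25*, and *Zbtb21* (two-sided Fisher's exact test, p = 0.0148), but without the interferon-stimulated set, which holds *Mx1* and *Mx2*, p was 0.122. With the replicate block, *Gart* (adjusted p = 0.0769 from edgeR), *Usp25* (adjusted p = 0.0521), and *Zbtb21* (adjusted p = 0.0779) were no longer called, which left 2 of the 68 genes (Fisher's exact test, p = 0.385; correlation of same-numbered libraries, 0.131). Over all 16 alternatives, p for this region ranged from 0.00213 to 0.385, so it gave no stable sign of over-representation.

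A candidate explanation is a difference between donor strains, since DNA around a congenic or knockout gene can come from another strain. Genes near either *Ptprc* or *Ifnar1* were over-represented (two-sided Fisher's exact test, p = 0.000133), with p = 0.00202 with the replicate block and p from 5.7e-06 to 0.00502 over all 16 alternatives. Most of these genes are the 10 near *Ptprc*, so this is not separate evidence for a strain difference, and without the interferon-stimulated set p was 0.000337. Of all windows of 40 Mb, 2.70% held as large a share of differentially expressed genes as the region of *Ptprc*, and most of these overlap one another on chromosome 1. Of these 12 windows, 5 lie off chromosome 1, on 2 other chromosomes. Those on chromosome 16 are centred from 80 to 95 Mb, around *Ifnar1*, with shares from 6.49% to 7.35%. Low counts could not be ruled out: 0 of the 10 genes had at most 3 counts in a library of the higher group, but the filter on low counts largely fixes this in advance. RNA from other cells could not be excluded: the lowest exact permutation p over marker scores of neutrophils, T cells, and microglia was 0.1, for T cell markers, which were higher in every WT library (2.20 ± 0.513 against 0.956 ± 0.616 mean log2 CPM, SD, n = 3). A biological explanation is that some of these genes respond to IFNAR1 signaling. In this design all WT cells were CD45.1 and all *Ifnar1*-/- cells CD45.2, so receptor genotype and donor strain cannot be told apart for these genes, and the strain of each donor's DNA was not examined.

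Ribosomal protein genes were lower in WT monocytes, although the paper does not discuss them. All 81 tested genes of this family had a negative log2 fold change, with a median of -0.50, and 6 were called downregulated. Under the alternatives 79 to 81 of the 81 genes were lower, with 79 under GC and length offsets. The number called ranged more widely, with 3 under the replicate block, 14 with DESeq2 and the block, 17 with DESeq2, and 21 without the filter on low counts. A bias of gene length or GC content between libraries may account for part of this: with offsets for both, the median was -0.27 and 1 gene was called. The genes mostly stayed lower after this correction, but log2 fold changes of all tested genes still correlated with GC content (rho = 0.0589), so the bias may not have been removed in full. The fits that each left out 1 library called 1 gene each, except for 11 without WT library 2, and whether this reflects single libraries or the smaller number of libraries was not tested. The direction did not rest on 1 library, as at least 80 of the 81 genes were lower in each of these fits. A biological effect of IFNAR1 signaling on these genes cannot be told apart from the bias of length or GC content. Reads shared with the many ribosomal protein pseudogenes were not tested.

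*Ifnar1*-/- monocytes had *Ifnar1* counts close to those of WT monocytes, with a mean of 107 normalized CPM against 130, far over the detection floor. A mislabelled library would mix the groups in their interferon response. The lowest WT library exceeded the highest *Ifnar1*-/- library by 2.51 in mean log2 CPM of the 35 interferon-stimulated genes, which goes against mislabelling. Reads from WT cells account for little of the signal: of the 5 upregulated genes with the smallest p-values, none reached more than 7.95% of its WT level in *Ifnar1*-/- libraries, so that such reads give at most 10.3 of the 107 normalized CPM. A transcript that is still made from the disrupted gene may contribute, but counts of whole genes cannot show this and it was not tested.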

How the results depend on the processing

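Offsets for GC content and gene length were chosen only after the result was seen, as was the simulation without a filter described here; all other alternatives were set before the data were examined.

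*Irf7*, *Tlr9*, *Bst2*, and *Siglec1* stayed upregulated and past the threshold under all 16 alternatives, with log2 fold changes from 3.75 to 4.26, 1.36 to 1.82, 1.86 to 2.45, and 2.58 to 3.46. Of the Figure 4D genes, from 15 to 26 of the pDC progenitor, 41 to 63 of the mature pDC, and 26 to 30 of the CD169+ macrophage genes were upregulated under the alternatives. The 35 interferon-stimulated genes had a median log2 fold change of 3.06 (camera, adjusted p = 4.0e-189), and of 2.38 to 3.32 under the 17 alternatives, with adjusted p from 2.2e-294 to 0.0026.

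The number of differentially expressed genes depended on the processing. DESeq2 called 419 genes (314 upregulated, 105 downregulated), of which 182 and 50 were shared with the edgeR calls. Without a filter on low counts, edgeR called 872 genes (610 upregulated, 262 downregulated), of which 821 were among genes tested with the filter. In that fit the prior degrees of freedom became infinite, from 6.34 with the filter, so that all genes shared the same spread around the trend. In simulated counts of 21265 genes with none changed, 25 genes were called without the filter and 0 with it. The prior degrees of freedom with the filter were 17.467 in that simulation, against 6.34 in the data. Simulated genes were thus closer to one another in spread than real genes, so these numbers may not carry over. GC and length offsets left 26 genes downregulated, but with the block as well they gave 57, and 308 genes in total. Across the 6 fits that each left out 1 library, from 119 to 245 genes were differentially expressed, 110 to 204 upregulated, and 7 to 41 downregulated. With the replicate block, 182 genes were upregulated and 38 downregulated (correlation of same-numbered libraries, 0.131). The other alternatives set in advance gave between 220 and 264 genes in total.

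Gene sets with small shifts crossed the threshold under some alternatives. pDC lineage genes had a median log2 fold change of 0.10 over 11 genes (camera, adjusted p = 0.113). Without the filter the median was 0.51, over 28 genes (camera, adjusted p = 0.00332), so these medians do not cover the same genes. The fry test gave an adjusted p of 0.00569 for pDC lineage genes at the main median of 0.098. IFN-γ-responsive genes had a median of 0.094 (adjusted p = 0.155), with 0.090 without the filter (adjusted p = 0.0476), 0.14 with the replicate block (adjusted p = 0.0239), 0.15 with the block and DESeq2 (adjusted p = 0.0150), and 0.18 with offsets and the block (adjusted p = 0.0199). Proinflammatory cytokine genes had a median of 0.24 (adjusted p = 0.221), with 0.31 with offsets (adjusted p = 0.0358) and 0.32 with offsets and the block (adjusted p = 0.000875). Over the fits that each left out 1 library, the medians ranged from 0.096 to 0.26 for pDC lineage genes, from -0.040 to 0.30 for IFN-γ-responsive genes, and from 0.071 to 0.38 for proinflammatory cytokine genes. The threshold was passed without *Ifnar1*-/- library 1 for pDC lineage (adjusted p = 0.0463) and proinflammatory cytokine genes (adjusted p = 0.0207), and without WT library 1 (adjusted p = 0.0178) or *Ifnar1*-/- library 2 (adjusted p = 0.00172) for IFN-γ-responsive genes. The negative value came without *Ifnar1*-/- library 1. *Hist2h2aa1*, at 0.09, had log2 fold changes from -0.023 to 0.40 in these fits, with -0.0064 without *Ifnar1*-/- library 1 and -0.023 without *Ifnar1*-/- library 2. Apart from the filter, the cause was not tested.

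For the other genes named in the text, 437 values under the alternatives kept their direction and side of the threshold, 55 no longer passed it, 12 passed it newly, and 2 changed direction. An adjusted p alone gave the same 240 genes, since every such gene also passed the fold change threshold. Depth and 3 libraries per group limit the detection of small changes: the simulation recovered 54.1% of genes changed 2-fold.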

Differences from the paper's values

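The GC and length offsets in this part were chosen only after the result was seen. The paper's number of differentially expressed genes is 381, against 240 with the edgeR test. It lies within 1.5-fold of 419 with DESeq2, the tool named in the paper's methods, and of 264 with DESeq2 and a replicate block, but not of the other alternatives set before the data were examined. GC and length offsets with the block, chosen after seeing the values, gave 308 genes, also within 1.5-fold. The paper's number of upregulated genes is 292, against 188 here. DESeq2 gave 314, DESeq2 with the block gave 212, and leaving out WT library 2 gave 204, all within 1.5-fold, unlike the other alternatives set in advance, and the offsets with the block, chosen after seeing the values, gave 251. The paper's number of downregulated genes is 89, against 52 here. Only DESeq2, with 105, came within 1.5-fold of it among the alternatives set before the data were examined.

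The heatmap of Figure 4D shows *Fblim1*, *Hivep3*, *Lifr*, *Wfs1*, *Phf2*, *Trim41*, *Zfp335*, and *Trim56* among pDC progenitor genes higher in WT monocytes, and none of these 8 passed both thresholds here. DESeq2 called *Fblim1*, *Phf2*, *Zfp335*, and *Trim56* upregulated, and 25 of the 30 genes in all. Without the filter on low counts these and *Hivep3* were called. *Phf2* and *Zfp335* were also called without WT library 2. *Trim56* was also called with at least 10 counts in every library, with DESeq2 and the block, without *Ifnar1*-/- library 2, and with GC and length offsets, with and without the block. *Lifr*, *Wfs1*, and *Trim41* were called under none of the settings. Of the mature pDC genes, 15 did not pass both thresholds, of which the heatmap shows 12 higher in WT. DESeq2 called *Nav2*, *Hgs*, *Ly9*, *Treml2*, *Ptms*, and *Mink1* upregulated, for 58 of the 67. Without the filter these and *Tnks1bp1*, *Ly6a*, *Sh2d3c*, *Iqsec1*, and *Iqsec2* were called, and *Dpp7* was called under none of the settings. *Treml2* was also called with DESeq2 and the block, *Treml2* and *Ly6a* with the offsets and the block, *Nav2* and *Treml2* without WT library 2, and *Sh2d3c* and *Ptms* without *Ifnar1*-/- library 2. The heatmap shows *Mpc2*, *Pccb*, and *Hist2h2aa1* lower in WT monocytes. Here the log2 fold changes were -0.63 for *Mpc2* (adjusted p = 0.139 from edgeR), -1.03 for *Pccb* (adjusted p = 0.149), and 0.09 for *Hist2h2aa1* (adjusted p = 0.880). Without the filter on low counts, *Mpc2* and *Pccb* were called downregulated, and *Hist2h2aa1* was lower in WT only without *Ifnar1*-/- library 1 (-0.0064) or without *Ifnar1*-/- library 2 (-0.023).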

Other observations

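The tests of the total number of differentially expressed genes and of gene length were set before the data were examined. So were the set tests of pDC lineage, IFN-γ-responsive, and proinflammatory cytokine genes. The other tests here were chosen only after the result was seen.

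Several genes that the paper reports from other measurements had low counts or did not pass the thresholds in these CNS monocytes. Some of those measurements were of CNS monocytes as well. There, *Ifnb1* and *Il10* were measured by RT-PCR at a later day in rIFN-β-treated mice. Siglec-H and pro-IL-1β were measured there as protein by flow cytometry. The RNA-seq counts, from day 15, differ from these in day or measure. *Ifnb1* had 1 count in WT library 2 and 0 in all other libraries. *Il10* had between 0 and 4 counts and *Siglech* between 0 and 10 counts per library, so no change was detectable at this depth. *Il1b* had a log2 fold change of -0.38 (SE 0.25, adjusted p = 0.463 from edgeR), *Tgfb1* of 0.53 (SE 0.22, adjusted p = 0.235), and *Cd274* of 0.11 (SE 0.16, adjusted p = 0.759). With the replicate block (correlation of same-numbered libraries, 0.131) the log2 fold changes were -0.36 for *Il1b* (adjusted p = 0.255), 0.52 for *Tgfb1* (adjusted p = 0.193), and 0.11 for *Cd274* (adjusted p = 0.729). In all 3 same-numbered pairs *Il1b* was lower in WT and *Tgfb1* and *Cd274* were higher, so small changes are not excluded. *Il1b* and *Cd274* overlap antisense genes, so their values are uncertain where reads were not counted by strand. *Ccr2* had a log2 fold change of -0.62 (adjusted p = 0.143 from edgeR), and -0.60 with the block (adjusted p = 0.160), where the adjusted p was 0.0416 with DESeq2 and 0.0306 without a filter, and ranged up to 0.438 over the alternatives.

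All libraries can also be divided into other groups of 3. Of the 4 splits that part all same-numbered pairs, only the real one (1 of 4) gave as many differentially expressed, upregulated, or downregulated genes, as many of the Figure 4D genes in each of the 3 lists, or as large a median for the interferon-stimulated and the proinflammatory cytokine genes. For pDC lineage genes 2 of the 4 splits, and for IFN-γ-responsive genes 3 of the 4 splits, gave as large a median. Some splits that did not part all same-numbered pairs gave a larger proinflammatory cytokine median than the real 0.243, at 0.422, 0.245, and 0.434. Apart from the real split, the other 9 of the 10 splits gave 0 differentially expressed genes, with between 85 and 867 genes at an unadjusted p under 0.05 against 2006 for the real split. In several of these 9, the camera adjusted p was under 0.05 for IFN-γ-responsive genes (lowest 2.0e-12) and for proinflammatory cytokine genes (lowest 1.3e-08). For pDC lineage genes the lowest was 0.104. A camera adjusted p under 0.05 for the former sets can therefore arise under a wrong grouping. With so few splits, a share under 0.05 cannot be reached. Each split other than the real one also mixes WT and *Ifnar1*-/- libraries within its groups. The difference between genotypes then adds to the spread within groups, so 0 calls there do not show what the test gives without a difference. The authors displayed the Figure 4D genes for these same libraries, so their counts in the real split are not separate support.

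A hypothesis is that the pDC genes higher in WT monocytes are those that type I IFNs induce in many cells, and not those that mark the pDC lineage. The test used 30 pDC lineage genes without interferon-stimulated genes, of which 11 had enough counts. Their median log2 fold change was 0.098 (camera, adjusted p = 0.113), against 3.06 for the interferon-stimulated genes, and only *Il3ra* was upregulated. Its adjusted p was 0.0267 from edgeR and 0.0380 with the replicate block, but the call was lost under some alternatives, such as DESeq2 with the block (adjusted p = 0.0884) and without WT library 1 (adjusted p = 0.0949). With the replicate block (correlation of same-numbered libraries, 0.131) the medians were 0.096 (adjusted p = 0.0636) and 3.07. Under the alternatives, from 0 to 3 of the pDC lineage genes were upregulated, with 3 without the filter, 2 with DESeq2, and 0 with DESeq2 and the block. Their mean log2 CPM was higher in every WT library (4.865 to 5.005) than in every *Ifnar1*-/- library (4.528 to 4.748). The two-sided exact permutation test gave p = 0.1, the smallest value possible. The fry test (adjusted p = 0.00569) and the fit without *Ifnar1*-/- library 1 (median 0.096, camera adjusted p = 0.0463) passed the threshold. The fit without a filter passed it as well (median 0.51, camera adjusted p = 0.00332). That fit covered 28 genes, including those with too few counts for the filter, so it does not show a larger shift of the same 11 genes. A small shift of pDC lineage genes may exist, and the hypothesis remains open.

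A second hypothesis was that IFN-γ in place of type I IFN accounts for the difference. IFN-γ-responsive genes had a median log2 fold change of 0.094 (22 of 24 genes tested, camera adjusted p = 0.155), far under the 3.06 of interferon-stimulated genes, and 0 of them were called, with 5 at an unadjusted p under 0.05. The replicate block gave 0.14 (adjusted p = 0.0239) and called *Iigp1*, which was named after its values were seen (log2 fold change 1.52, adjusted p = 0.00321, against 1.40 and 0.151 without the block), and adjusted p ranged from 0.00172 to 0.774 over the alternatives. More of these genes were upregulated without the filter (5), with DESeq2 and the block (4), and with offsets and the block (3). DESeq2 called 1, and limma-voom, RLE normalization, the offsets alone, and each fit without 1 library called 0. The mean log2 CPM of this set was higher in WT in all 3 same-numbered pairs, so a small shift is not excluded. A shift as large as that of the interferon-stimulated genes was not seen, which is not in line with this hypothesis. Proinflammatory cytokine genes had a median of 0.24 (18 of 20 genes tested, adjusted p = 0.221), and *Il18* was upregulated. With the replicate block (correlation of same-numbered libraries, 0.131) the median was 0.25 (adjusted p = 0.0636), and the mean log2 CPM of the set was higher in WT in all 3 same-numbered pairs, so a small shift is not excluded. The block called *Ccl2* in place of *Il18*, and *Ccl2* was named after its values were seen (log2 fold change 0.90, adjusted p = 0.0232, against 0.91 and 0.260 without the block). The call of *Il18* was not stable, with an adjusted p of 0.0401 from edgeR, 0.0548 with the replicate block, 0.133 with DESeq2 and the block, 0.0505 with limma-voom, and between 0.0562 and 0.142 in the fits that each left out 1 library.

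Downregulated genes were short, with a median length of 948 bp against 2134 bp for all tested genes (permutation test, p = 5e-05, the smallest value that 20000 draws can give). Their median GC content was 46.9% against 48.9% for all tested genes, a difference that was not clear (permutation test, p = 0.1). Log2 fold changes correlated across genes with length (rho = 0.226) and GC content (rho = 0.373), and with the replicate block these were 0.225 and 0.373. A bias of length or GC content between libraries may account for part of the downregulated genes: with offsets for both, 21 of the 52 were still called. With the replicate block, the offsets raised the number of downregulated genes instead, from 38 to 57, of which 24 were among the 52. The 21 genes passed after a correction that left little relation to length (rho = 0.00507) and some to GC content (rho = 0.0589). They are therefore not fully explained by the measured bias, as for *Ppfia4*, whose log2 fold change was -3.76 without and -4.02 with the offsets, although it lies near *Ptprc*. For the downregulated genes that were no longer called, an effect of IFNAR1 signaling cannot be told apart from such a bias. The values behind the correlations cover 99.9% of tested genes.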
